# Transcriptomic analysis of cellular senescence induced by ectopic expression of ATF6α in human breast cancer cells

**DOI:** 10.1371/journal.pone.0309749

**Published:** 2024-10-28

**Authors:** Ju Won Kim, So-Hyun Bae, Yesol Moon, Eun Kyung Kim, Yongjin Kim, Yun Gyu Park, Mi-Ryung Han, Jeongwon Sohn

## Abstract

**Background:**

The transcriptomic profile of cellular senescence is strongly associated with distinct cell types, the specific stressors triggering senescence, and temporal progression through senescence stages. This implies the potential necessity of conducting separate investigations for each cell type and a stressor inducing senescence. To elucidate the molecular mechanism that drives endoplasmic reticulum (ER) stress-induced cellular senescence in MCF-7 breast cancer cells, with a particular emphasis on the ATF6α branch of the unfolded protein response. We conducted transcriptomic analysis on MCF-7 cells by ectopic expression of ATF6α.

**Methods:**

Transcriptomic sequencing was conducted on MCF-7 cells at 6 and 9 hours post senescence induction through ATF6α ectopic expression. Comprehensive analyses encompassing enriched functional annotation, canonical pathway analysis, gene network analysis, upstream regulator analysis and gene set enrichment analysis were performed on Differentially Expressed Genes (DEGs) at 6 and 9 hours as well as time-related DEGs. Regulators and their targets identified from the upstream regulator analysis were validated through RNA interference, and their impact on cellular senescence was assessed by senescence-associated β-galactosidase staining.

**Results:**

ATF6α ectopic expression resulted in the identification of 12 and 79 DEGs at 6 and 9 hours, respectively, employing criteria of a false discovery rate < 0.05 and a lower fold change (FC) cutoff |log2FC| > 1. Various analyses highlighted the involvement of the UPR and/or ER Stress Pathway. Upstream regulator analysis of 9 hour-DEGs identified six regulators and eleven target genes associated with processes related to cytostasis and ‘cell viability and cell death of connective tissue cells.’ Validation confirmed the significance of MAP2K1/2, GPAT4, and PDGF-BB among the regulators and DDIT3, PPP1R15A, and IL6 among the targets.

**Conclusion:**

Transcriptomic analyses and validation reveal the importance of the MAP2K1/2/GPAT4-DDIT3 pathway in driving cellular senescence following ATF6α ectopic expression in MCF-7 cells. This study contributes to our understanding of the initial molecular events underlying ER stress-induced cellular senescence in breast cancer cells, providing a foundation for exploring cell type- and stressor-specific responses in cellular senescence induction.

## Introduction

Cellular senescence is a stress response activated by various stimuli, such as telomere attrition, oxidative stress, and oncogene activation. Our previous study has revealed that endoplasmic reticulum (ER) stress plays a role in cellular senescence elicited by NBR1 abrogation, UV irradiation, or ectopic expression of HRAS-V12 [1]. Furthermore, we have discovered that ATF6α, a key unfolded protein response (UPR) sensor molecule, mediates ER stress-induced cellular senescence [1]. The ectopic expression of ATF6α alone was sufficient to cause cellular senescence in MCF-7 human breast cancer cells as well as Caki-1 human renal cancer cells. To unravel the molecular mechanism underlying cellular senescence driven through the ER stress-ATF6α pathway, we conducted transcriptomic analyses on MCF-7 cells expressing ATF6α. MCF-7 cells are used as a human breast cancer cell line model due to its estrogen receptor (ER) (+)/PR(+)/HER2(−) status [2]. Indeed, over 70% of breast cancer patients have been known in the status of estrogen receptor (ER) (+)/PR(+)/HER2(−), thus MCF-7 cells are thought to be one of the relevant cancer cell lines for studying breast cancer [3]. In particular, our study focused on the early stage of cellular senescence, examining transcriptomic changes as early as 6 and 9 hours after ectopic expression of ATF6α.

Cancer therapies elicit cellular senescence in both cancer cells and their microenvironment, a phenomenon known as therapy-induced cellular senescence (TIS). While TIS may be a desired outcome of cancer therapy, senescent cells can inadvertently promote the growth of neighboring cancer cells through the secretion of growth factors, contributing to the development of therapy resistance by enhancing cell survival. Moreover, cellular senescence has been associated with the promotion of epithelial-mesenchymal transition [4], metastasis [5] and generation of cancer stem cells [6]. During cancer therapy, ER stress is known to be induced [7, 8]. Notably, ATF6α pathway of ER stress/UPR enhances cell survival against cancer therapy [7], suggesting that TIS may be mediated through ER stress, particularly via the ATF6α pathway.

Transcriptomics, the study of RNA transcripts produced by the genome, connects the genome, proteome, and cellular phenotype. Recent technological advances in sequencing have enabled the comprehensive profiling of senescence-associated signatures at the genomic level. Various experimental models and environmental contexts have been employed to investigate the transcriptomic and proteomic patterns of senescent cells [9–12]. These studies unveiled the heterogenous nature of cellular senescence, with distinct transcriptome signatures associated with cell types and specific senescence-inducing stresses [11]. Moreover, transcriptomic states of senescent cells evolve over time. Increasing evidence emphasizes the significance of time-series gene expression data for comprehending the progression of disease and developmental processes [13, 14]. Given the heterogenous and temporally dynamic nature of cellular senescence, it is essential to explore the transcriptomic profile for each cell type exposed to a specific senescence-inducing stimulus at different stages of cellular senescence. In this study, our goal is to comprehend the early-stage molecular mechanism of cellular senescence induced or mediated by the ER stress-ATF6α pathway in the MCF-7 breast cancer cell line.

Consequently, the modulation of cellular senescence in cancer therapy is currently an actively investigated area. Understanding the molecular mechanisms underlying ER stress-induced cellular senescence holds promise for the development of novel strategies in cancer therapy. Our study aims to provide insight into the early-stage mechanisms driving ER stress-induced cellular senescence in MCF-7 human breast cancer cells.

## Methods

### Whole transcriptome sequencing

For the whole transcriptome sequencing of individual MCF-7 cells from three distinct time points (baseline, 6 hours, and 9 hours after ATF6α ectopic expression), total RNA was extracted with Trizol reagent (Invitrogen, USA). Assessment of RNA quality was conducted using the Agilent 2100 bioanalyzer (Agilent Technologies, Amstelveen, NL). RNA quantification was achieved with the ND-2000 Spectrophotometer (Thermo Inc., DE, USA). Libraries were prepared from total RNA utilizing the NEBNext Ultra II Directional RNA-Seq Kit (NEB Inc., UK). mRNA isolation was carried out using the Poly(A) RNA Selection Kit (Lexogen, Inc., Vienna, Austria), and subsequent cDNA synthesis followed the manufacturer’s instructions. Indexing was performed using the Illumina indexes 1–12 (Illumina, Inc., USA). The enrichment step involved PCR. Subsequently, libraries were checked using the Agilent 2100 bioanalyzer and the TapeStation HS D1000 Screen Tape (Agilent Technologies, Amstelveen, NL) to evaluate the mean fragment size. Quantification was performed using the library quantification kit on a StepOne Real-Time PCR System (Life Technologies, Inc., USA). High-throughput sequencing employed paired-end 100 sequencing on HiSeq X10 and NovaSeq 6000 platforms (Illumina, Inc., USA).

### Whole transcriptome analysis

Quality assessment of raw sequences was performed by FastQC (v.0.11.9). Low-quality and adapter sequences were eliminated with trimgalore (v.0.6.5–1) before the analysis. The remaining sequences were aligned to the human GRCh38 reference genome using the 2-pass method of STAR (v2.7.3a) [15]. Sequence reads were assigned to genes and the count table was generated by featureCounts (v.2.0.0) [16].

### Differentially expressed genes (DEGs) analysis

Differential expression analysis utilized the DESeq2 R package [17]. For two group comparisons between MCF-7 cells without ATF6α ectopic expression and those after 6 (6h-DEGs) or 9 hours of overexpressing ATF6α (9h-DEGs), the log2 transformed fold change (log2FC) and *p*-values were calculated. False discovery rate (FDR)-adjusted *p*-values were generated using the Benjamini–Hochberg method. DEGs were defined by the following criteria: FDR < 0.05 and |log2FC| > 1. To identify significant changes in time-related gene expression patterns across three-time points (time-related DEGs), the maSigPro R package [18] designed specifically for analyzing time-series gene expression data was employed. Stepwise regression was conducted with an R square of 0.8 and a Benjamini-Hochberg FDR of 0.05.

### Pathway analysis of cellular senescence

In order to unravel the interconnected pathways associated with DEGs, our study employed Ingenuity pathway analysis (IPA) software (Qiagen, Redwood City, CA). The analysis encompassed network analysis, enriched function annotation, upstream regulator analysis, and canonical pathway analysis. IPA utilizes a network generation algorithm to split the network map between molecules into distinct networks and assigns scores to each network. The scores reflect the degree of concordance with the set of focus genes in the Ingenuity analysis. The resulting networks are graphically represented as diagrams illustrating the biological connections and relationships among genes and their corresponding protein products. The consistency score in upstream regulator analysis denotes the extent of agreement between the predicted activation or inhibition of upstream regulators and the expression patterns of its downstream target genes.

### Gene set enrichment analysis (GSEA)

To interpret gene expression data by analyzing the shared common biological functions of gene sets, we employed Gene Set Enrichment Analysis software from the Broad Institute [19]. A pre-ranked GSEA analysis was conducted using the Hallmark gene set collection (50 gene sets) from the Molecular Signature Database (MSigDB v2022.1). According to the established criteria for GSEA, FDR < 0.25 was used as a cutoff value.

### Reverse transcription-polymerase chain reaction (RT-PCR)

Total cellular RNA was isolated using Trizol reagent (Invitrogen, USA) according to the manufacturer’s instructions. RT-PCR was carried out as previously described [20] using the following primers: β-actin, 5′-CAGAGCAAAGAGGCATC-3′ (forward) and 5′-GGTAGATGGGCACAGTAT-3′ (reverse); ATF3, 5′-AGGCAATGTACTCTTCCGATGT-3′ (forward) and 5′-ACAGAGGACCTGCCATCATACT-3′ (reverse); ATF6α, 5′-TTTCCGTGACTAAACCTGTCCT-3′ (forward) and 5′-TGTTCCAACATGCTCATAGGTC-3′ (reverse); CHAC1, 5′-TGAATACTTGCTGCGTCTGG-3′ (forward) and 5′-TATCTGCTCAGTGGGCTCAA-3′ (reverse); DDIT3, 5′-CAGATGAAAATGGGGGTACCTA-3′ (forward) and 5′-AATGACCACTCTGTTTCCGTTT-3′ (reverse); EIF2AK3, 5′-AGCCCACCAGTAGCAAATCT-3′ (forward) and 5′-ATCCTGGTCCATTGCAGTCA-3′ (reverse); HERPUD1, 5′-CAGGGACTTGCTTCCAAAGGA-3′ (forward) and 5′-GGTGGAACAAAAGCCCCTGA-3′ (reverse); HSPA5, 5′-TGGACGGTTTCACCACACTT-3′ (forward) and 5′-TTTGCCGAGGGCATCACATA-3′ (reverse).

### Small interfering RNA (siRNA) and plasmid transfection

The plasmid for ATF6α cDNA (p3xFLAG-ATF6) was acquired from Addgene (Watertown, USA). siRNA and plasmid transfections were performed using Lipofectamine RNAiMAX and Lipofectamine^TM^ 2000 (Thermo Fisher Scientific, USA), respectively, according to the manufacturer’s instructions. siRNAs were purchased from Bioneer (Korea). The coding strand sequences of the siRNAs were as follows: 5′-CCUACGCCACCAAUUUCGU-3′ (control), MAP2K1-1, 5′-UCUACUGUGGUGAUCUGUA-3′; MAP2K1-2, 5′-CUGUCUACUGUGGUGAUCU-3′; MAP2K2-1, 5′-UCACCAUCAACCCUACCAU-3′; MAP2K2-2, 5′-CUCACAAACCACACCUUCA-3′; PDGFB-1, 5′-CUCGAUCCGCUCCUUUGAU-3′; PDGFB-2, 5′-GUGUACUGCACAAGGACAU-3′; DDIT3-1, 5′-CAGAAGUGGCUACUGACUA-3′; DDIT3-2, 5′-CUGCAAGAGGUCCUGUCUU-3′.

### Senescence associated-β-galactosidase (SA-β-gal) staining

SA-β-gal staining was performed as described by Kim *et al*. [20]. In brief, cells in 60-mm dishes were fixed with 0.2% glutaraldehyde in PBS for 20 min at 25°C. Subsequently, the fixed cells were incubated in the SA-β-gal staining solution [1 mg/ml 5-bromo- 4-chloro-3-indolyl-β-D-galactopyranoside, 5 mM K_3_Fe(CN)_6_, and 2 mM MgCl_2_ in PBS, (pH 6.0)], for 16 hours at 37°C. The stained cells were observed using an inverted fluorescence microscope (Eclipse 80i, Nikon, USA).

## Results

### DEGs regulated by ATF6α ectopic expression

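MCF-7 is a human breast cancer cell line that carries the estrogen receptor. Its cells were transfected with a plasmid holding FLAG-tagged cDNA of ATF6α, a transcription factor of the ER membrane whose cytosolic part enters the nucleus during ER stress. RNA was collected from 3 groups of 3 libraries each: MCF-7/Control, and cells 6 and 9 hours after transfection. The Fig 1 legend gives the control as cells with an empty vector, whereas the methods and the sample labels give it as the baseline at 0 hours. If it is the baseline, time since transfection and ATF6α change together and the comparisons cannot part them. Poly(A)-selected RNA was made into directional libraries and read from each end. The methods name more than 1 model of sequencer without saying which libraries each read. The authors trimmed reads with Trim Galore (0.6.5-1), aligned them to GRCh38 with STAR (2.7.3a) and counted them on the genes of GENCODE release 38 with featureCounts, which the methods give as 2.0.0 and the count headers as 2.0.1. The deposited values are counts, not normalized, for 67049 genes in each library. The median library holds 22055607 counts in the control, 21374247 at 6 hours and 20433781 at 9 hours. Genes were tested with the quasi-likelihood F-test of edgeR after TMM normalization, on the 6 libraries of each comparison, among genes kept by a minimum count of 10. CPM are counts scaled to library size with TMM factors. A DEG has an adjusted p under 0.05 and a |log2FC| above 1, the paper's criteria. Libraries that share a replicate number departed from their group means together. The count headers place replicate 3 of every group in the folder of 1 year and replicates 1 and 2 in that of the next. A fit with the replicate number as a block, called the replicate block, therefore stands beside results that it changes. No source read here states that the replicates are separate cultures, so a p may describe the spread between samplings of the same cells.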

To explore the genes exhibiting significant expression changes resulting from ATF6α ectopic expression in MCF-7 cells, we conducted whole transcriptome sequencing across three distinct time points (Fig 1).

**Fig 1:**
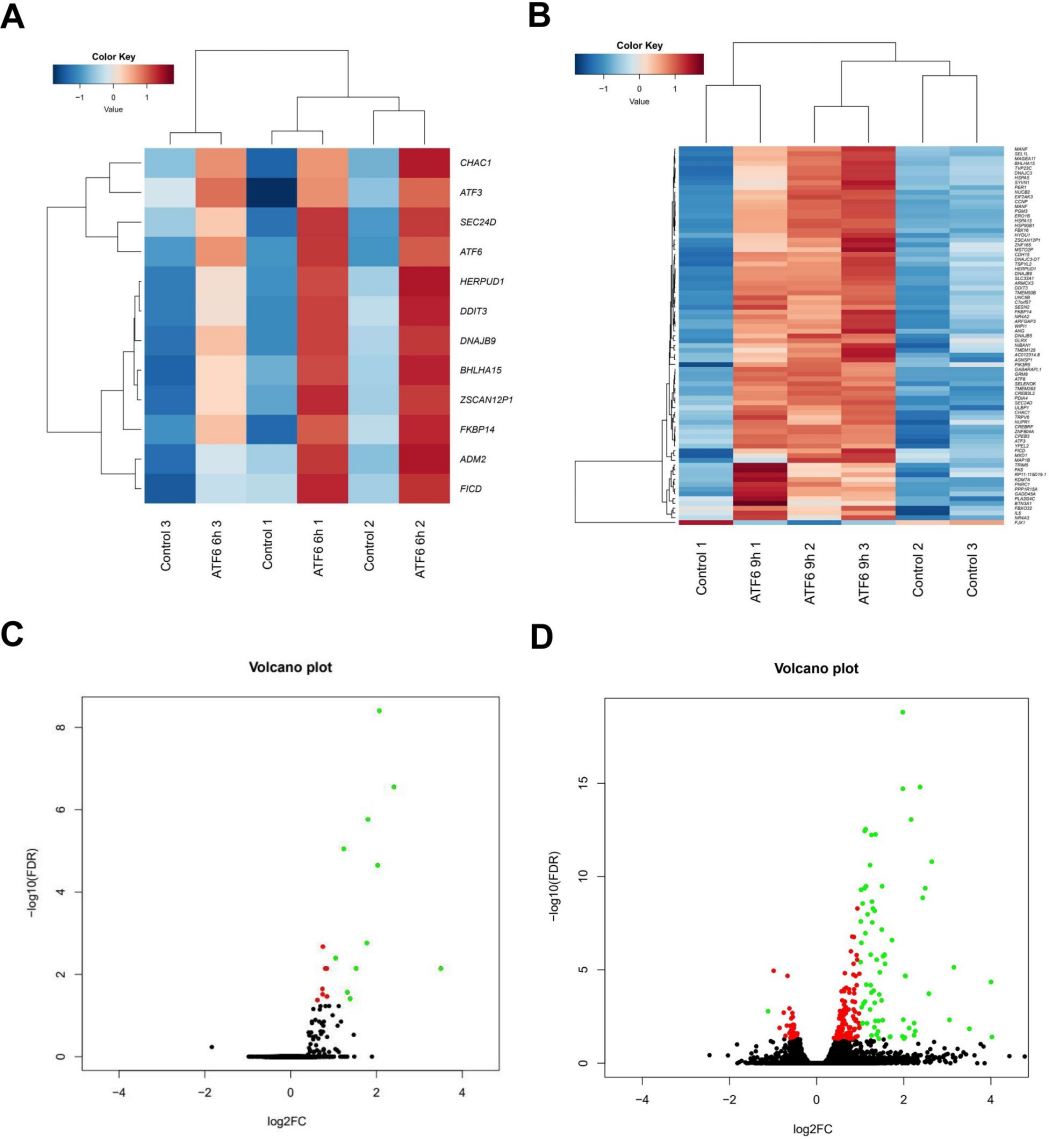
Heatmap and volcano plot illustrating differential gene expression analysis following ectopic expression of ATF6α in MCF-7 cells. Differential gene expression analysis was performed between MCF-7 cells without ATF6α ectopic expression and those ectopically expressing ATF6α for 6 or 9 hours. MCF-7 cells were transfected with ATF6α cDNA (MCF-7/ATF6 OE) or an empty vector DNA as a control (MCF-7/Control). (A) 6h-DEGs Heatmap: Heatmap depicting 12 DEGs with FDR < 0.05 and |log2FC| > 1 in MCF-7 cells at 6 hours after ectopic expression of ATF6α. Red indicates high expression, and blue indicates low expression. (B) 9h-DEGs Heatmap: Heatmap illustrating 79 DEGs with FDR < 0.05 and |log2FC| > 1 in MCF-7 cells at 9 hours after ATF6α ectopic expression. (C) Volcano plot (6h-DEGs): Distribution of 6h-DEGs between MCF-7/Control and MCF-7/ATF6 OE cells. The X-axis represents the log2FC of individual genes, and the Y-axis represents the negative logarithm of their FDR to base 10 [−log10(FDR)]. Black dots: FDR > 0.05; Red dots: FDR ≤ 0.05 and |log2FC| ≤ 1; Green dots: 6h-DEGs with FDR ≤ 0.05 and |log2FC| > 1. ATF6α is excluded from the plot due to space limitations (−log10FDR = 52.89, log2FC = 3.23). (D) Volcano plot (9h-DEGs): Distribution of 9h-DEGs between MCF-7/Control and MCF-7/ATF6 OE cells. ATF6α is excluded due to space limitations (−log10FDR = 271.60, log2FC = 4.87).

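Genes that fold proteins in the ER and move them through it stood above control 9 hours after transfection. PDIA4, a disulfide isomerase of the ER lumen, MANF, a secreted protein held in the ER, and HSPA13, an ER-bound member of the HSP70 family, are examples. PDIA4 (ENSG00000155660.11, chromosome 7, 149003062 to 149028662) rose from 421 ± 53.5 to 912 ± 41.2 CPM (mean ± SD, n = 3 libraries), a log2FC of 1.14 (SE 0.118, adjusted p = 0.0241, edgeR). MANF rose from 51.8 ± 3.79 to 113 ± 15.4 CPM, with a log2FC of 1.15 (SE 0.126). The log2FC of HSPA13 was 1.11 (SE 0.119). At 6 hours ATF6 was the only DEG among 15173 genes tested, and 267 genes had an unadjusted p under 0.05. With no change at all a share of 0.05 of the genes would lie there, which is more than 267. The p at 6 hours without matching by replicate number thus run high as a set. At 9 hours 28 genes were DEGs among 15269, all of them higher, and 1281 had an unadjusted p under 0.05. With the replicate block 43 genes met the criteria at 6 hours (39 higher, 4 lower) and 162 at 9 hours (149 higher, 13 lower). limma-voom without a block called 1 and 30. ATF6 was no longer called at 6 hours without control replicate 1, control replicate 2 or 6-hour replicate 2. At 9 hours 1, 2 and 1 DEGs remained without control replicates 1, 2 and 3, and 1 remained without 9-hour replicate 1 or without 9-hour replicate 2. ATF6 was always kept and DDIT3 was the other gene. Without 9-hour replicate 3 the count was 38, PDIA4 and MANF included.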

At 6 and 9 hours after ATF6α overexpression, we identified a total of 12 and 79 genes of DEGs, referred to as 6h-DEGs and 9h-DEGs, respectively. These genes were selected based on a FDR < 0.05 and a lower fold change (FC) cutoff of |log2FC| > 1 (Tables 1 and 2).

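The DEGs with the largest log2FC at 9 hours were C7orf57, a gene with hardly any counts in the control, and ATF6, which the plasmid carries. Genes that act in ER stress followed. CHAC1 breaks down glutathione, ERO1B oxidizes disulfide isomerases, DNAJB9 is a co-chaperone of BiP, HERPUD1 serves ER-associated degradation, and SEC24D is a coat protein of vesicles that leave the ER. PAQR4, a membrane protein of ceramide metabolism, was the 1 gene past the adjusted p that was lower. ATF6 (ENSG00000118217.7, chromosome 1, 161766298 to 161977574) rose from 57.55 ± 2.21 to 1676 ± 202 CPM (n = 3 libraries), a log2FC of 4.88 (SE 0.141, adjusted p = 9.84e-06, edgeR), and passed with any 1 library left out. Its counts cannot part the plasmid's cDNA from the endogenous transcript. C7orf57 (chromosome 7, 48035511 to 48061304) had 2 counts in the control libraries together and 117 at 9 hours, a ratio of 57.6 with a 95% counting interval of 15.6 to 481. Its adjusted p was 0.0426 from edgeR. The log2FC was 2.5 (SE 0.328) for CHAC1, 2.44 (SE 0.268) for ERO1B, 2.39 (SE 0.294) for DNAJB9, 1.99 (SE 0.225) for HERPUD1 and 1.99 (SE 0.183) for SEC24D. FBXO16, an F-box protein, reached 1.56 (SE 0.215) and ARMCX3, a protein of the mitochondrial outer membrane, 1.36 (SE 0.138). PAQR4 (chromosome 16, 2969270 to 2973484) fell from 149.3 ± 7.86 to 93.35 ± 4.09 CPM, a log2FC of -0.66 (SE 0.0909, adjusted p = 0.0423, edgeR). CHAC1, C7orf57 and PAQR4 did not pass without 9-hour replicate 3, whereas ERO1B, DNAJB9, HERPUD1, SEC24D and FBXO16 did.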

**Table 1:** DEGs in MCF-7 cells at 6 hours after ectopic expression of ATF6α.

Genes	log2FC	*p*-value	FDR	Function
*ATF6*	3.23	9.82E-58	1.29E-53	ER stress
*DNAJB9*	2.07	5.96E-13	3.93E-09	Heat Shock Protein
*CHAC1*	2.41	6.33E-11	2.78E-07	Unfolded Protein Response
*HERPUD1*	1.80	5.21E-10	1.71E-06	ER-associated degradation
*SEC24D*	1.24	3.38E-09	8.91E-06	Vesicle trafficking
*DDIT3*	2.03	1.02E-08	2.24E-05	Apoptosis
*ATF3*	1.78	9.18E-07	1.73E-03	Cellular stress response
*FKBP14*	1.05	2.75E-06	4.02E-03	Protein folding
*ZSCAN12P1*	1.53	6.68E-06	7.21E-03	Pseudogene
*BHLHA15*	3.50	7.11E-06	7.21E-03	Unfolded Protein Response
*ADM2*	1.32	3.11E-05	2.73E-02	Peptide hormone
*FICD*	1.39	5.32E-05	3.90E-02	ER stress

log2FC, log 2 fold change; FDR, false discovery rate (FDR < 0.05 and |log2FC| > 1)

**Table 2:** DEGs in MCF-7 cells at 9 hours after ectopic expression of ATF6α.

Genes	log2FC	*p*-value	FDR	Function
*ATF6*	4.87	1.50E-276	2.53E-272	ER stress
*SEC24D*	1.98	1.80E-23	1.52E-19	Vesicle trafficking
*DNAJB9*	2.38	2.81E-19	1.58E-15	Heat Shock Protein
*HERPUD1*	1.98	4.63E-19	1.95E-15	ER-associated degradation
*DDIT3*	2.17	2.58E-17	8.71E-14	Apoptosis
*PDIA4*	1.12	1.04E-16	2.92E-13	Protein folding
*CREB3L2*	1.11	1.49E-16	3.59E-13	Unfolded Protein Response
*ARMCX3*	1.35	2.60E-16	5.48E-13	Tumor suppression
*HSP90B1*	1.26	3.14E-16	5.88E-13	Heat Shock Protein
*ATF3*	2.64	9.49E-15	1.60E-11	Cellular stress response
*PGM3*	1.23	1.60E-14	2.46E-11	Glycogen synthesis
*WIPI1*	1.50	2.43E-13	3.31E-10	Protein assembly
*MANF*	1.13	2.55E-13	3.31E-10	Cell proliferation and death
*CHAC1*	2.49	3.66E-13	4.23E-10	Unfolded Protein Response
*HSPA13*	1.10	3.77E-13	4.23E-10	Heat Shock Protein
*TMEM263*	1.02	4.87E-13	5.13E-10	Unknown
*ERO1B*	2.44	1.40E-12	1.39E-09	Protein folding
*HYOU1*	1.27	2.38E-12	2.23E-09	Heat Shock Protein
*TMEM50B*	1.06	3.14E-12	2.79E-09	Unknown
*NUCB2*	1.29	6.12E-12	5.16E-09	Calcium homeostasis
*PPP1R15A*	1.33	9.02E-12	6.91E-09	Cellular stress response
*EIF2AK3*	1.17	1.45E-11	1.06E-08	Unfolded Protein Response
*SELENOK*	1.01	3.64E-11	2.56E-08	The Selenoprotein gene
*ARFGAP3*	1.28	4.31E-11	2.90E-08	GTPase-activating protein
*GABARAPL1*	1.50	1.09E-10	7.05E-08	Autophagosome assembly
*PNRC1*	1.12	1.76E-10	1.10E-07	Unknown
*HSPA5*	1.73	4.59E-10	2.58E-07	Heat Shock Protein
*SEL1L*	1.03	6.66E-10	3.62E-07	Protein degradation
*ADM2*	1.56	3.13E-09	1.55E-06	Peptide hormone
*SESN2*	1.24	3.11E-09	1.55E-06	Cell growth and survival
*FBXO16*	1.56	3.49E-09	1.64E-06	Protein degradation
*GADD45A*	1.53	4.12E-09	1.87E-06	Cellular stress response
*FKBP14*	1.38	6.70E-09	2.90E-06	Protein folding
*SLC33A1*	1.01	9.31E-09	3.92E-06	Acetylation-mediated secretion
*TSPYL2*	1.57	1.20E-08	4.81E-06	Chromatin remodeling
*CDH15*	3.15	1.88E-08	7.37E-06	Calcium-dependent cell adhesion
*DNAJC3*	1.45	3.66E-08	1.37E-05	Heat Shock Protein
*TRPV6*	2.03	6.31E-08	2.13E-05	Calcium channel
*ZSCAN12P1*	2.04	6.73E-08	2.18E-05	Pseudogene
*BHLHA15*	4.00	1.43E-07	4.54E-05	Unfolded Protein Response
*PER1*	1.14	2.01E-07	6.28E-05	Circadian rhythms
*CPEB3*	1.24	2.19E-07	6.73E-05	Translation regulation
*NR4A2*	1.31	4.74E-07	1.31E-04	Nuclear receptor
*YPEL2*	1.26	6.47E-07	1.68E-04	Unknown
*C7orf57*	5.84	7.13E-07	1.82E-04	Unknown
*NIBAN1*	2.58	7.72E-07	1.91E-04	Apoptosis
*ZNF165*	1.44	8.66E-07	2.12E-04	Transcription regulation
*TRIM5*	1.49	1.85E-06	4.39E-04	Protein degradation
*CREBRF*	1.11	2.18E-06	5.04E-04	Unfolded Protein Response
*FICD*	1.33	2.66E-06	5.90E-04	Protein adenylation
*UNC5B*	1.08	2.93E-06	6.41E-04	Apoptosis
*SYVN1*	1.03	4.87E-06	1.03E-03	ER-associated degradation
*TMEM125*	1.23	6.79E-06	1.35E-03	Unknown
*FJX1*	-1.11	8.73E-06	1.67E-03	Unknown
*NR4A3*	1.99	3.02E-05	4.71E-03	Nuclear receptor
*ZNF804A*	3.05	3.14E-05	4.81E-03	Transcription regulation
*NUPR1*	1.52	3.30E-05	5.01E-03	Nuclear protein
*MSTO2P*	1.42	3.72E-05	5.45E-03	Pseudogene
*TVP23C*	1.35	3.71E-05	5.45E-03	Vesicle trafficking
*DNAJB5*	1.05	4.91E-05	7.07E-03	Heat Shock Protein
*ENSG00000251095*	2.24	5.08E-05	7.20E-03	Unknown
*MXD1*	1.16	5.26E-05	7.39E-03	Cell proliferation and apoptosis
*KDM7A*	1.04	5.57E-05	7.69E-03	Histone demethylation
*FAS*	1.33	9.31E-05	1.19E-02	Apoptosis
*ENSG00000237017*	2.12	1.10E-04	1.33E-02	Unknown
*ASNSP1*	3.51	1.23E-04	1.44E-02	Pseudogene
*BTN3A1*	2.26	1.72E-04	1.93E-02	The MHC gene
*GRM8*	5.80	1.76E-04	1.94E-02	Glutamate receptor
*MAP1B*	1.41	1.82E-04	2.00E-02	Microtubule assembly
*GLRX*	1.38	2.92E-04	2.97E-02	Glutaredoxin
*IL6*	2.24	3.33E-04	3.25E-02	Interleukin-6
*DNAJC3-DT*	1.26	3.43E-04	3.28E-02	lncRNA
*FBXO32*	1.97	3.98E-04	3.67E-02	Protein degradation
*CCNP*	1.69	4.16E-04	3.77E-02	Cell cycle
*MAGEA11*	4.02	4.50E-04	3.95E-02	The MAGEA gene
*PLA2G4C*	1.68	4.63E-04	4.03E-02	Phospholipase A2
*PIK3R5*	2.03	4.87E-04	4.21E-02	Cell proliferation and differentiation
*ANG*	2.01	5.95E-04	4.84E-02	Angiogenesis
*ULBP1*	1.43	6.10E-04	4.92E-02	The ligand of NKG2D

log2FC, log 2 fold change; FDR, false discovery rate (FDR < 0.05 and |log2FC| > 1)

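Genes that differed among the 3 groups include ERLEC1 and SELENOK, which serve ER-associated degradation, DNAJB11, a co-chaperone of BiP, and ARF4, a GTPase of vesicle transport. GABARAPL1, a protein of the autophagosome, and PNRC1 and HBP1, regulators of transcription, differed as well. A test in edgeR of the 3 groups together called 15 of 15756 genes at an adjusted p under 0.05, and 1002 had an unadjusted p under 0.05. ATF6 came first (adjusted p = 8.12e-05, edgeR), and C7orf57 and ARF4 came last (adjusted p = 0.0407 each, edgeR). From 6 to 9 hours the log2FC over control went from 0.33 (SE 0.0996) to 0.87 (SE 0.0998) for ERLEC1, from 0.46 (SE 0.122) to 1.03 (SE 0.119) for SELENOK and from 0.49 (SE 0.114) to 0.95 (SE 0.103) for DNAJB11. ARF4 went from 0.19 (SE 0.0819) to 0.58 (SE 0.0803), and HBP1 from 0.09 (SE 0.0929) to 0.93 (SE 0.121). LYSMD3, PNRC1, PDIA4, TMEM50B, TMEM263, SEC24D and PPP1R15A completed the set. A fit with the replicate block passed 1411 genes, and the likelihood ratio test of DESeq2 called 237. Without 6-hour replicate 3 the count was 32, and without any other library ATF6 alone passed.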

Employing time-series analysis, 20 genes were identified as time-related DEGs (Table 3).

**Table 3:** DEGs in MCF-7 cells across three time points.

Genes	*p*-value	FDR	Function
*MTCO1P17*	4.43E-07	1.80E-03	Pseudogene
*IMPA1P1*	4.43E-07	1.80E-03	Pseudogene
*PKHD1L1*	4.43E-07	1.80E-03	Polycystic kidney and hepatic diseases
*LINC02373*	4.43E-07	1.80E-03	lncRNA
*Y_RNA*	4.43E-07	1.80E-03	The RNA gene
*GOLGA6A*	4.43E-07	1.80E-03	The PML gene
*MRPL15P1*	4.43E-07	1.80E-03	Pseudogene
*ENSG00000283405*	4.43E-07	1.80E-03	Unknown
*PPIF*	1.22E-05	4.40E-02	Protein folding
*ATF6*	1.82E-05	4.75E-02	ER stress
*ATF3*	2.84E-05	4.75E-02	Cellular stress response
*SCTR*	2.92E-05	4.75E-02	Pancreatic cancer and autism
*ARF4*	2.49E-05	4.75E-02	Vesicular trafficking
*ENSG00000234686*	2.92E-05	4.75E-02	Unknown
*GULOP*	2.92E-05	4.75E-02	Pseudogene
*ENSG00000232283*	2.92E-05	4.75E-02	Unknown
*ENSG00000255367*	2.92E-05	4.75E-02	Unknown
*GABARAPL1*	2.76E-05	4.75E-02	Autophagosome assembly
*ENSG00000224647*	2.92E-05	4.75E-02	Unknown
*B3GALT5-AS1*	2.92E-05	4.75E-02	lncRNA

log2FC, log 2 fold change; FDR, false discovery rate (FDR < 0.05 and |log2FC| > 1)

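Genes of ER stress stood above control 6 hours after transfection, and of the genes tested only ATF6 passed the adjusted p of edgeR before libraries were matched by replicate number. The others here are DNAJB9, CHAC1, HERPUD1, SEC24D, and BHLHA15, a transcription factor of secretory cells. ATF6 rose to 538.8 ± 147 CPM (n = 3 libraries), a log2FC of 3.24 (SE 0.213, adjusted p = 0.00642, edgeR). DNAJB9 (ENSG00000128590.5, chromosome 7, 108569867 to 108574850) went from 28.46 ± 10.7 to 119.4 ± 37.8 CPM, a log2FC of 2.08 (SE 0.325, adjusted p = 0.987, edgeR). It rose with the replicate block, at 2.06 (SE 0.0787, adjusted p = 1.16e-20, edgeR; 1.75e-100 to 1 over the alternatives). CHAC1 (chromosome 15, 40952962 to 40956512) had a log2FC of 2.41 (SE 0.364) without the block and rose with it, at 2.38 (SE 0.187). HERPUD1 (chromosome 16, 56932142 to 56944864) went from 38.97 ± 10.4 to 136.1 ± 54.6 CPM and rose with the block, at 1.75 (SE 0.0801). SEC24D rose with the block at 1.22 (SE 0.104), as did BHLHA15 (chromosome 7, 98211439 to 98215457) at 3.48 (SE 0.144), from 1.695 ± 0.981 to 19.21 ± 11.7 CPM. Most of the spread behind the higher SE without a block lies between replicate numbers: DNAJB9, HERPUD1 and HSPA5 were lowest in replicate 3 of the control and of the 6-hour group.

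**Figure D1:**
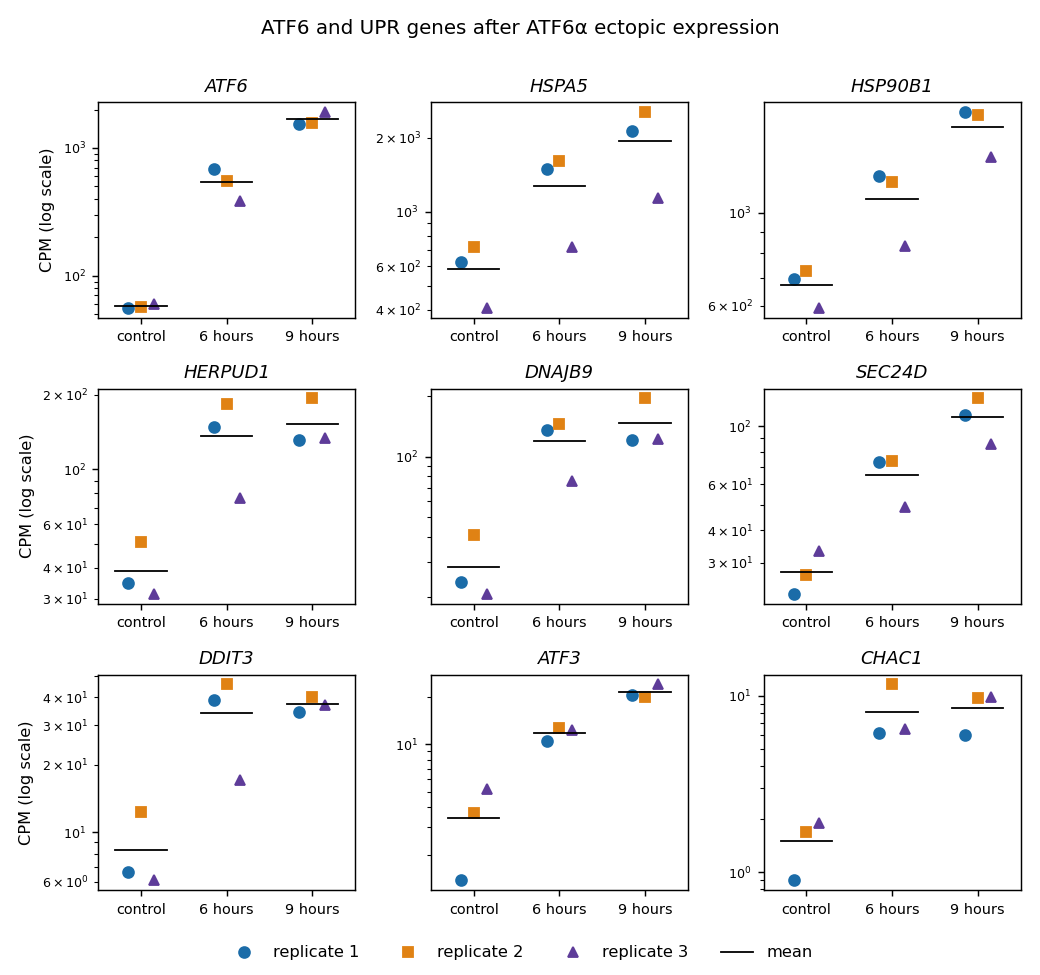
Expression of 9 genes in each library. The vertical axes are CPM on a log scale and the horizontal axes are control, 6 hours and 9 hours. Each point is 1 library: blue circles are replicate 1, orange squares replicate 2 and purple triangles replicate 3. Each short horizontal line marks a group mean. ATF6 has means of 57.55, 538.8 and 1676 CPM, and HSPA5 of 585.1, 1274 and 1931.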

In MCF-7 cells overexpressing ATF6α for 6 hours, genes such as *ATF6*, *DNAJB9*, *CHAC1*, *HERPUD1*, *DDIT3*, and *ATF3* were included in 6h-DEGs (Table 1). Notably, all 6h-DEGs were also detected in 9h-DEGs. 

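ATF6 was the 1 gene called at each time, with 1 DEG at 6 hours and 28 at 9 hours. Of these, 1 and 27 are among the 14991 genes tested in both comparisons, C7orf57 being the other, and independent lists of those would share 0.0018 genes. The plasmid carries ATF6 at each time, so this overlap of 1 is no evidence of a shared response. With the replicate block the lists of 43 and 162 genes shared 35, of which 34 were higher and 1 was lower, and 43 and 148 of them were tested at each time. DNAJB9, CHAC1, DDIT3, HERPUD1 and BHLHA15 were among the 34. Genes of the 43 that were not DEGs at 9 hours were CDNF, a trophic factor related to MANF, ANKRD37, a target of hypoxia signalling, the noncoding transcripts LINC01836, IDH1-AS1 and DCST1-AS1, the pseudogenes NBPF13P and TYRO3P, and MT-TG, a mitochondrial tRNA. All of them stood under 3 CPM in every library. At 6 hours the noncoding transcripts LINC01836, IDH1-AS1 and DCST1-AS1 were lower and the others higher. At 9 hours all but DCST1-AS1 and MT-TG kept that side of the control of the same number in every replicate. Missing the criteria then does not make these genes specific to 6 hours. They were chosen after their values were seen. The 2 comparisons use the same 3 control libraries. In each of 50 draws of simulated counts without any change 0 genes were called at either time, so 0 were shared, and the draws do not show what overlap shared controls give among called genes. With only 3 controls the groups cannot each have their own, so part of the overlap may come from the controls.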

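WIPI1 and GABARAPL1 serve autophagosome formation, PPP1R15A reverses the phosphorylation of eIF2α that the kinase EIF2AK3 (PERK) lays down, and HSPA5 encodes the ER chaperone BiP. PER1 is a clock gene, MXD1 opposes MYC, IL6 is a cytokine and PIK3R5 is a regulatory subunit of PI3K. Between 9 and 6 hours edgeR called 0 of 15205 genes, 628 had an unadjusted p under 0.05, and DESeq2 called 6 and limma-voom 0. With no change a share of 0.05 of the genes would lie there, more than 628, so p without the block run high here too. Matched by the replicate block, 28 genes were DEGs, 27 of them higher at 9 hours. DESeq2 with the block called 4, and without replicate 3 the block in edgeR gave 55 (39 higher, 16 lower). WIPI1 (ENSG00000070540.13, chromosome 17, 68420948 to 68457513) rose with the block from 19.78 ± 5.08 to 35.09 ± 7.63 CPM (n = 3 libraries), a log2FC of 0.85 (SE 0.102). GABARAPL1 (chromosome 12, 10212458 to 10223128) rose with the block by 1.05 (SE 0.147), PPP1R15A by 0.69 (SE 0.127) and EIF2AK3 by 0.37 (SE 0.0551). HSPA5, PER1 and MXD1 rose with the block by 0.62 each (SE 0.0586, 0.079 and 0.0751). IL6 (log2FC 0.38, SE 0.281) and PIK3R5 (1.2, SE 0.335) did not pass with it. Against control at 9 hours, WIPI1 rose by 1.51 (SE 0.186), GABARAPL1 by 1.51 (SE 0.175), PPP1R15A by 1.34 (SE 0.172) and EIF2AK3 by 1.18 (SE 0.149) without a block. PER1, MXD1, IL6, PIK3R5 and HSPA5 did not pass against control in edgeR without the block and rose with it, by 1.12 (SE 0.117), 1.18 (SE 0.0994), 2.27 (SE 0.336), 2.07 (SE 0.401) and 1.71 (SE 0.0835). A list of 45 autophagy genes rose from 6 to 9 hours by camera (adjusted p = 8.21e-08, limma; adjusted p = 0.0321 with an estimated correlation), with WIPI1, GABARAPL1, MAP1LC3B, NBR1 and ATG13 among the 8 that passed with the block. With the block and an estimated correlation together the autophagy list did not pass. The paper's 9 genes were picked from these libraries, so their joint rise (adjusted p = 8.72e-15, limma) is not independent evidence.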

In MCF-7 cells overexpressing ATF6α for 9 hours, genes that exhibited differential expression compared to the 6-hour time point included *WIPI1*, *PPP1R15A*, *EIF2AK3*, *GABARAPL1*, *HSPA5*, *PER1*, *MXD1*, *IL6*, and *PIK3R5* (Table 2). The mRNA levels of selected 6h-DEGs (S1A, S9 and S10 Figs) and 9h-DEGs (S1B, S11 and S12 Figs) were validated through RT-PCR analysis. The results show that the majority, though not all, of the indicated DEGs are up-regulated in their mRNA expression in a time-dependent manner following ATF6α overexpression.

### Gene network analysis

To delineate the implicated pathways and investigate the potential signaling networks among the DEGs, we have employed the IPA software. Fig 2 depicts the networks with the highest scores for each DEGs dataset.

**Fig 2:**
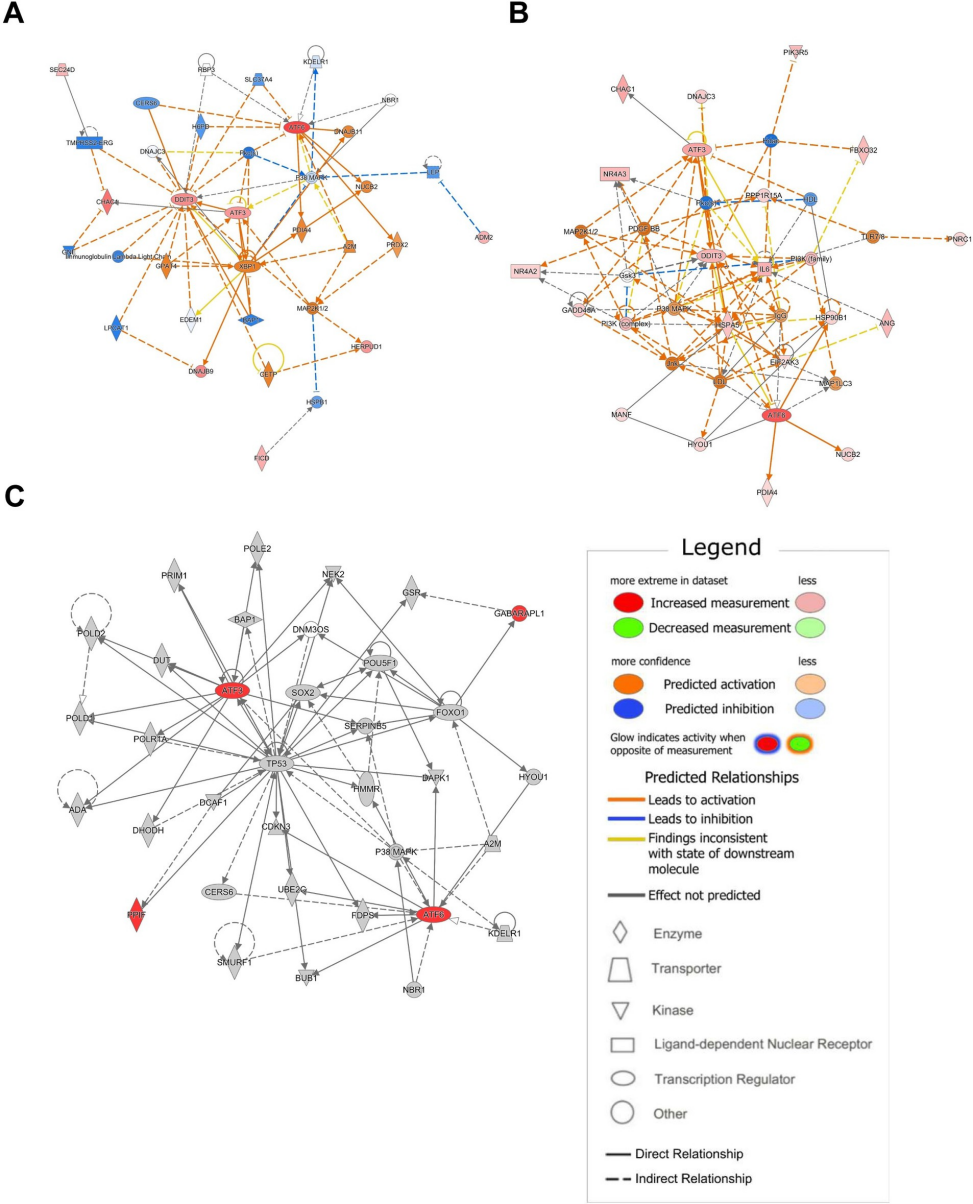
Gene interaction networks revealed by IPA software. Utilizing IPA software, network analysis was performed on three distinct sets of DEGs, resulting in top-scoring networks. The legend illustrates the relationship between molecules within each network and their activation states. (A) A gene network of 6h-DEGs with a score of 22, associated with cell-to-cell signaling and interaction, cellular compromise, and cellular function and maintenance. (B) A gene network of 9h-DEGs with a score of 41, associated with cell-to-cell signaling and interaction, nutritional disease, and organismal injury and abnormalities. (C) A gene network of time-related DEGs with a score of 9, associated with cancer, cell death and survival, and neurological disease.

The top-scoring network derived from the 6h-DEGs, characterized by *ATF3*, *ATF6*, and *DDIT3*, was related to cell-to-cell signaling and interaction, cellular compromise, and cellular function and maintenance (score = 22, Fig 2A). 

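ATF3 is a stress-induced transcription factor, and DDIT3 encodes CHOP, a transcription factor that links lasting ER stress to cell death. Neither passed at 6 hours before libraries were matched by replicate number, and each rose once they were. ATF3 (ENSG00000162772.17, chromosome 1, 212565334 to 212620777) stood at 3.419 ± 1.93 CPM in the control and 11.82 ± 1.18 at 6 hours (n = 3 libraries), a log2FC of 1.78 (SE 0.39). With the replicate block it rose by 1.78 (SE 0.164, adjusted p = 7.72e-10, edgeR; 3.27e-18 to 1 over the alternatives). DDIT3 (ENSG00000175197.13, chromosome 12, 57516588 to 57521737) stood at 8.318 ± 3.41 and 33.99 ± 15.0 CPM, a log2FC of 2.03 (SE 0.412). With the block DDIT3 rose by 1.98 (SE 0.112, adjusted p = 1.27e-15, edgeR; 8.5e-45 to 1 over the alternatives).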

The top-scoring network for the 9h-DEGs, also consisting of *ATF3*, *ATF6*, and *DDIT3*, was associated with cell-to-cell signaling and interaction, nutritional disease, and organismal injury and abnormalities (score = 41, Fig 2B). 

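CHOP's gene DDIT3 passed at 9 hours without any matching of libraries, whereas ATF3 stayed just short. DDIT3 rose to 37.23 ± 2.85 CPM (n = 3 libraries), a log2FC of 2.18 (SE 0.267, adjusted p = 0.0296, edgeR), and it still passed without control replicate 2 or without 9-hour replicate 3. ATF3 reached 21.37 ± 2.19 CPM, a log2FC of 2.65 (SE 0.389, adjusted p = 0.0521, edgeR). With the replicate block ATF3 rose by 2.7 (SE 0.241, adjusted p = 2.32e-04, edgeR; 1.6e-11 to 0.228 over the alternatives). ATF3 went on rising from 6 to 9 hours with the block, by 0.87 (SE 0.107). DDIT3 did not pass between those times (log2FC 0.23).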

Additional networks from 9h-DEGs were found to be associated with the signaling pathway of cellular senescence (S2 Fig). The network analysis involving time-related DEGs revealed only one network encompassing *ATF3*, *ATF6*, and *TP53* (score = 9, Fig 2C). This network was linked to cancer, cell death and survival, and neurological disease.

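TP53, which encodes the tumor suppressor p53, passed at neither time, while ATF6 differed among the 3 groups. TP53 (ENSG00000141510.18, chromosome 17, 7661779 to 7687538) stood at 184.4 ± 12.1, 177.2 ± 9.82 and 173 ± 16.4 CPM in the control, at 6 hours and at 9 hours (n = 3 libraries). Its log2FC over control was -0.05 at 6 hours and -0.07 (SE 0.109) at 9 hours, and it did not pass with the replicate block. ATF3 and PPIF, a peptidyl-prolyl isomerase of mitochondria, did not pass in the test of the 3 groups without the block (adjusted p = 0.0666 and 0.192, edgeR) and passed with it (adjusted p = 5.55e-05 and 0.00173, edgeR).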

### Upstream regulator analysis

Utilizing the regulator effect function of the IPA software, we investigated potential regulators that could explain the differences in expression patterns between MCF-7 cells without overexpressing ATF6α and those with overexpressing ATF6α for 9 hours. This analysis unveiled six key regulators and eleven target genes (Fig 3 and S3A–S3P Fig).

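The 11 target genes drawn in Fig 3 were all higher 9 hours after transfection. They include the ER chaperones HSPA5 and HSP90B1 (GRP94), the stress transcription factors ATF3 and DDIT3, the death receptor FAS and the cytokine IL6. At 9 hours 5 of the 11 rose past the genome-wide adjusted p of edgeR, and 11 when adjusted over the list alone, with the replicate block or in DESeq2. HSP90B1 (ENSG00000166598.16, chromosome 12, 103930107 to 103953931) rose from 672.6 ± 69.8 to 1600 ± 210 CPM (n = 3 libraries), a log2FC of 1.27 (SE 0.147, adjusted p = 0.0241, edgeR). FAS (chromosome 10, 88990531 to 89017059) stood at 6.16 ± 1.45 and 15.4 ± 7.96 CPM and rose with the block, by 1.27 (SE 0.23). IL6 (chromosome 7, 22725884 to 22732002) is low in these cells, at 0.531 ± 0.373 CPM in the control and 2.542 ± 1.38 at 9 hours. Taken as a list the targets rose by camera (adjusted p = 5.96e-53, limma; adjusted p = 0.00418 with an estimated correlation). No list tested kept its call with the block and an estimated correlation together (adjusted p = 0.0743 for the targets, limma). The targets come from the same libraries as the test, so their rise is not independent evidence. At 6 hours 0 of the 11 passed edgeR's adjusted p, 9 had an unadjusted p under 0.05, 5 passed in DESeq2, and 11 rose with the block.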

**Fig 3:**
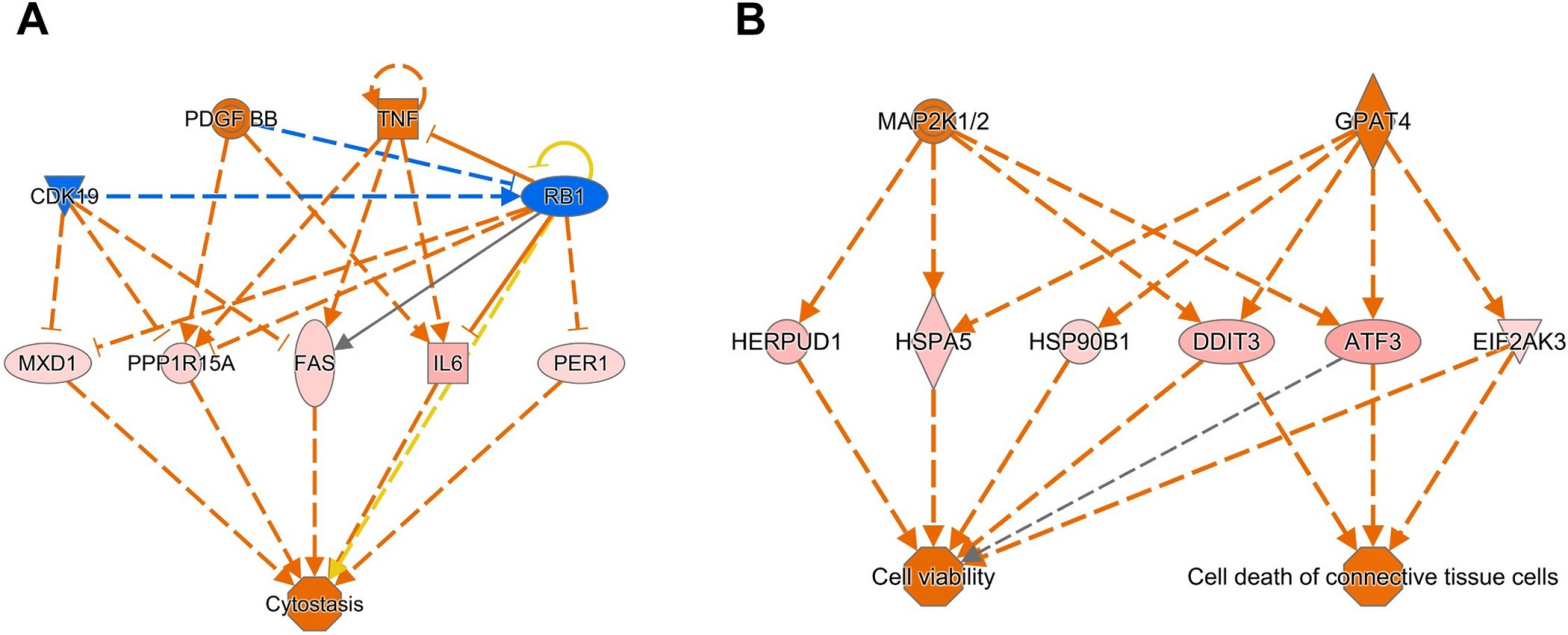
Networks representing the regulatory effects of 9h-DEGs. Two potential networks regulating phenotypic or functional outcomes were identified. Nodes at the top indicate upstream regulators, while the nodes in the middle represent genes modulated by these regulators. Nodes at the bottom indicate expected phenotypic consequences resulting from changes in gene expression. (A) Regulatory network associated with cytostasis, featuring a consistency score of 5.37. This network comprises four major upstream regulators: CDK19, PDGF-BB, TNF, and RB1. (B) Regulatory network associated with cell viability and cell death of connective tissue cells, with a consistency score of 4.90. This network involves two major upstream regulators: MAP2K1/2 and GPAT4.

The identified regulators encompass cyclin dependent kinase 19 (CDK19), platelet-derived growth factor BB (PDGFBB), tumor necrosis factor (TNF), RB transcriptional corepressor 1 (RB1), mitogen-activated protein kinase kinase 1/2 (MAP2K1/2), and glycerol-3-phosphate acyltransferase 4 (GPAT4). 

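Of the regulators' own transcripts, that of TNF, an inflammatory cytokine, was higher and that of PDGFB, the B chain of platelet-derived growth factor, was lower at 9 hours, each by the fit with the replicate block. The kinase CDK19, the transcriptional corepressor RB1, the MEK kinases MAP2K1 and MAP2K2, and the acyltransferase GPAT4 passed in edgeR neither with the block nor without it. TNF (ENSG00000232810.4, chromosome 6, 31575565 to 31578336) stood at 1.792 ± 2.27 CPM in the control and 7.243 ± 5.46 at 9 hours (n = 3 libraries), a log2FC of 2.01 (SE 0.882, adjusted p = 0.596, edgeR). With the block TNF rose by 2.27 (SE 0.29). PDGFB (ENSG00000100311.17, chromosome 22, 39223359 to 39244982) stood at 32.1 ± 1.8 and 21.12 ± 2.04 CPM, a log2FC of -0.58 (SE 0.125, adjusted p = 0.177, edgeR). With the block PDGFB fell, at -0.59 (SE 0.101), as it did in DESeq2 without a block, and it had fallen at 6 hours as well, at -0.31 (SE 0.0754). The log2FC was 0.29 (SE 0.131) for CDK19, -0.02 (SE 0.107) for RB1, 0.11 (SE 0.0903) for MAP2K1, 0.01 (SE 0.0865) for MAP2K2 and -0.04 (SE 0.0871) for GPAT4. As a list these 7 genes did not pass camera (adjusted p = 0.845, limma). Transcript levels do not measure the activity that the network analysis predicts.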

Notably, CDK19, PDGFBB, TNF, and RB1 are linked to cytostasis, while MAP2K1/2 and GPAT4 are associated with cell viability and cell death of connective tissue cells.

### Enriched functional annotation and canonical pathway analysis

To discern the functional implications of the three types of DEGs, enriched functional annotation was conducted, identifying significantly enriched biological functions. The top 10 functions along their corresponding *p*-values are listed in Table 4 (FDR < 0.05, |log2FC| > 1).

**Table 4:** Top 10 enriched functional annotations of three types of DEGs.

**6h-DEGs**		
**Functional Annotations**	***p*-value**	**Genes**
Endoplasmic reticulum stress response	2.57E-07	*ATF6*, *DDIT3*, *FICD*, *HERPUD1*
Asbestosis	2.42E-06	*ATF6*, *DDIT3*
Stress response of cells	9.85E-06	*ATF6*, *DDIT3*, *FICD*
Endoplasmic reticulum stress response of cervical cancer cell lines	1.09E-05	*ATF6*, *DDIT3*
Cell death of connective tissue cells	1.57E-04	*ATF3*, *ATF6*, *DDIT3*
Apoptosis of kidney cancer cell lines	3.67E-04	*ATF3*, *DDIT3*
Quantity of M2 macrophages	5.16E-04	*ADM2*
Achromatopsia 7	5.16E-04	*ATF6*
Ehlers-Danlos syndrome with progressive kyphoscoliosis, myopathy, and hearing loss	5.16E-04	*FKBP14*
Cole-Carpenter syndrome type 2	5.16E-04	*SEC24D*
**9h-DEGs**		
**Functional Annotations**	***p-*value**	**Genes**
Endoplasmic reticulum stress response of cervical cancer cell lines	8.81E-11	*ATF6*, *DDIT3*, *EIF2AK3*, *HSP90B1*, *HSPA5*
Endoplasmic reticulum stress response	1.58E-10	*ATF6*, *DDIT3*, *EIF2AK3*, *FICD*, *HERPUD1*, *HSP90B1*, *HSPA5*, *HYOU1*, *PPP1R15A*
Cell death of neuroblastoma cell lines	1.62E-08	*ANG*, *CREB3L2*, *DDIT3*, *EIF2AK3*, *FAS*, *GLRX*, *HSPA5*, *IL6*, *SYVN1*
Cell death of pancreas	5.62E-08	*ATF3*, *FAS*, *IL6*, *MANF*, *NR4A3*
Asbestosis	3.52E-07	*ATF6*, *DDIT3*, *HSPA5*
Stress response of cells	3.90E-07	*ATF6*, *DDIT3*, *EIF2AK3*, *FICD*, *HSP90B1*, *HSPA5*
Apoptosis of pancreatic cells	1.14E-06	*FAS*, *IL6*, *MANF*, *NR4A3*
Apoptosis of islets of Langerhans	1.87E-06	*ATF3*, *FAS*, *MANF*, *NR4A3*
Contact growth inhibition of colorectal cancer cell lines	9.87E-06	*HSPA5*, *MXD1*, *PPP1R15A*
Apoptosis of hepatoma cell lines	1.08E-05	*ATF6*, *DDIT3*, *EIF2AK3*, *FAS*, *HSPA5*, *IL6*, *PPP1R15A*
**time-related DEGs**		
**Functional Annotations**	**p-value**	**Genes**
Achromatopsia 7	4.23E-04	*ATF6*
Nodal diffuse large B-cell lymphoma	8.45E-04	*ATF3*
Scurvy	1.27E-03	*GULOP*
Asbestosis	2.11E-03	*ATF6*
Cell viability of skin cancer cell lines	2.53E-03	*ATF6*
Cell survival of leukemia cell lines	2.53E-03	*ATF3*
Foveal hypoplasia	2.53E-03	*ATF6*
Size of autophagosomes	2.96E-03	*GABARAPL1*
Cell death of connective tissue cells	3.43E-03	*ATF3*, *ATF6*
Permeability of mitochondrial membrane	3.80E-03	*PPIF*

Note: Through differentially expressed gene (DEG) analysis, we identified genes that showed significant expression pattern change between MCF-7 cells without overexpressing ATF6α and MCF-7 cells at 6 or 9 hours after overexpressing of ATF6α (6h-DEGs and 9h-DEGs, respectively) and across three-time points (time-related DEGs). Ingenuity pathway analysis (IPA) software was used to analyze enriched functional annotations with an input of three types of DEGs (FDR < 0.05 and |log2FC| > 1).

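Lists of genes that fold, degrade and carry proteins of the ER rose at 6 and 9 hours by camera, and many of their members rose with the replicate block. With an estimated correlation and no block all 4 lists held at 9 hours and the chaperones alone at 6 hours. None held with the block as well. HYOU1 is an ER chaperone that exchanges nucleotide on BiP, SEL1L anchors the complex that exports misfolded proteins, and SSR1, SSR3 and TRAM1 sit at the translocon through which new proteins enter. Of 40 ER chaperones and folding enzymes, 10 were higher at 9 hours at an adjusted p under 0.05 from edgeR, 29 when adjusted over the list alone and 30 with the block. HYOU1 (ENSG00000149428.19, chromosome 11, 119044188 to 119057227) rose from 259 ± 21.3 to 622 ± 142 CPM (n = 3 libraries), a log2FC of 1.28 (SE 0.173). Of 25 genes of ER-associated degradation, 4 were higher (10 over the list alone; 12 higher and 1 lower with the block). Among them SEL1L rose by 1.04 (SE 0.149) and EDEM1, a lectin that marks glycoproteins for degradation, by 0.94 (SE 0.128). Of 42 genes of ER to Golgi transport, 5 were higher, 31 over the list alone and 30 with the block. No gene of 28 for translocation passed in edgeR, where 17 had an unadjusted p under 0.05 and 5 passed in DESeq2, while 16 rose with the block, SSR3 by 0.68 (SE 0.073), SSR1 by 0.60 (SE 0.0725) and TRAM1 by 0.50 (SE 0.071). At 6 hours 0 genes of these lists passed in edgeR; 24, 9, 16 and 9 had an unadjusted p under 0.05, 4, 2, 1 and 0 passed in DESeq2, and 28, 10, 21 and 11 rose with the block (chaperones, degradation, transport and translocation in turn). By camera in limma the adjusted p at 6 hours was 8.61e-58 for the chaperones, 2.46e-15 for degradation, 8.3e-27 for transport and 6.65e-14 for translocation. With an estimated correlation these became 0.0413, 0.0626, 0.0517 and 0.0626. The fry test of limma was set beforehand beside camera and takes a list's genes alone. At 6 hours its directional adjusted p was 0.102 for each of the 4 lists, and 0.1 to 0.134 with the block. At 9 hours the adjusted p by camera in limma was 2.79e-65 for the chaperones and 3.51e-45 for transport, and with an estimated correlation it was 0.0277 to 0.0404 for the 4 lists. Of 38 apoptosis genes 1 was higher at 9 hours, 6 over the list alone and 5 with the block. Among the 5, TNFRSF10B, a death receptor, rose by 0.74 (SE 0.0994) and BBC3, a killer protein of the BCL2 family, by 0.88 (SE 0.175). As a list they rose at each time (camera adjusted p = 0.00297 and 2.04e-05, limma), without holding under an estimated correlation (adjusted p = 0.0766 and 0.221).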

Commonly enriched functional annotations in both 6h-DEGs and 9h-DEGs encompass endoplasmic reticulum stress response, asbestosis, and stress response of cells, as well as functions associated with cell death and apoptosis.

Canonical pathway analysis revealed shared signaling pathways across all three types of DEGs. These included UPR, ER stress pathway, and endocannabinoid cancer inhibition pathway (Table 5).

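Lists of targets of all 3 branches of the unfolded protein response, led by ATF6, XBP1 and PERK-ATF4, rose by camera at 6 and 9 hours. HSPA5 and HERPUD1 stand for the ATF6 branch, DNAJC3, an inhibitor of PERK, and SYVN1, a ubiquitin ligase of the ER, for XBP1. DDIT4 and SESN2, which restrain mTORC1, and ADM2, a secreted peptide, stand for PERK-ATF4. At 9 hours 9 of 20 ATF6 targets were higher in edgeR (18 over the list alone or with the replicate block), 7 of 30 XBP1 targets (27; 28 with the block) and 3 of 44 PERK-ATF4 targets (24; 26 with the block). At 6 hours 0 of them passed in edgeR, with 15, 24 and 17 at an unadjusted p under 0.05 and 3, 5 and 6 called in DESeq2, while 17, 26 and 24 rose with the block. HSPA5 (ENSG00000044574.9, chromosome 9, 125234853 to 125241382) stood at 585.1 ± 161 CPM in the control and 1274 ± 485 at 6 hours (n = 3 libraries), and it rose with the block by 1.08 (SE 0.0559). DNAJC3 rose with the block by 0.85 (SE 0.0725) at 6 hours and 1.46 (SE 0.0707) at 9 hours, and SYVN1 by 0.80 (SE 0.0727) at 6 hours. DDIT4 (chromosome 10, 72273919 to 72276036) rose with the block by 1.02 (SE 0.0636) at 6 hours, ADM2 by 1.29 (SE 0.119) and SESN2 by 0.86 (SE 0.0864). By camera in limma the adjusted p at 6 hours was 7.71e-56, 2.07e-67 and 1.15e-43 for the ATF6, XBP1 and PERK-ATF4 branches. With an estimated correlation it was 0.0413, 0.0351 and 0.0307, so each list held by camera without the block. With the block as well it was 0.165 for each of the 3 lists, which then did not pass. By the fry test none of them passed at 6 hours (adjusted p = 0.102 each in limma, and 0.105, 0.0994 and 0.1 with the block). At 9 hours the adjusted p by camera in limma was 1.34e-69, 8.28e-64 and 1.88e-34, and each held again without the block (0.0189, 0.0255 and 0.0142). None held with the block as well.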

**Table 5:** Top 10 canonical pathways of three types of DEGs.

**6h-DEGs**						
**Ingenuity Canonical Pathways**	**−log(*p*-value)**		**Ratio**		**Genes**	
Unfolded protein response	3.53		0.03		*ATF6*, *DDIT3*, *DNAJB9*	
Endoplasmic Reticulum Stress Pathway	3.18		0.10		*ATF6*, *DDIT3*	
ID1 Signaling Pathway	2.97		0.02		*ATF3*, *ATF6*, *BHLHA15*	
PI3K Signaling in B Lymphocytes	1.89		0.01		*ATF3*, *ATF6*	
Endocannabinoid Cancer Inhibition Pathway	1.89		0.01		*ATF3*, *DDIT3*	
NRF2-mediated Oxidative Stress Response	1.72		0.01		*DNAJB9*, *HERPUD1*	
EIF2 Signaling	1.72		0.01		*ATF3*, *DDIT3*	
γ-glutamyl Cycle	1.66		0.08		*CHAC1*	
tRNA Splicing	1.22		0.02		*FICD*	
Apelin Pancreas Signaling Pathway	1.22		0.02		*DDIT3*	
**9h-DEGs**						
**Ingenuity Canonical Pathways**	**−log(*p*-value)**		**Ratio**		**Genes**	
Unfolded protein response	13.4		0.14		*ATF6*, *DDIT3*, *DNAJB5*, *DNAJB9*, *DNAJC3*, *EIF2AK3*, *ERO1B*, *HSP90B1*, *HSPA5*, *PPP1R15A*, *SEL1L*, *SYVN1*	
Endoplasmic Reticulum Stress Pathway	8.06		0.29		*ATF6*, *DDIT3*, *DNAJC3*, *EIF2AK3*, *HSP90B1*, *HSPA5*	
Aldosterone Signaling in Epithelial Cells	3.97		0.04		*DNAJB5*, *DNAJB9*, *DNAJC3*, *HSP90B1*, *HSPA13*, *HSPA5*, *PIK3R5*	
NRF2-mediated Oxidative Stress Response	3.3		0.03		*DNAJB5*, *DNAJB9*, *DNAJC3*, *EIF2AK3*, *HERPUD1*, *HSP90B1*, *PIK3R5*	
EIF2 Signaling	2.46		0.03		*ATF3*, *DDIT3*, *EIF2AK3*, *HSPA5*, *PIK3R5*, *PPP1R15A*	
Autophagy	2.46		0.03		*CREB3L2*, *DDIT3*, *EIF2AK3*, *GABARAPL1*, *PIK3R5*, *WIPI1*	
Role of PKR in Interferon Induction and Antiviral Response	2.46		0.04		*ATF3*, *DNAJC3*, *FAS*, *HSP90B1*, *HSPA5*	
Endocannabinoid Cancer Inhibition Pathway	2.31		0.03		*ATF3*, *CREB3L2*, *DDIT3*, *NUPR1*, *PIK3R5*	
Protein Ubiquitination Pathway	2.02		0.02		*DNAJB5*, *DNAJB9*, *DNAJC3*, *HSP90B1*, *HSPA13*, *HSPA5*	
Apelin Pancreas Signaling Pathway	1.89		0.07		*DDIT3*, *EIF2AK3*, *PIK3R5*	
**time-related DEGs**						
**Ingenuity Canonical Pathways**		**−log(*p*-value)**		**Ratio**		**Genes**
PI3K Signaling in B Lymphocytes		1.54		0.01		*ATF3*,*ATF6*
ID1 Signaling Pathway		1.52		0.01		*ATF3*,*ATF6*
Sirtuin Signaling Pathway		1.40		0.01		*GABARAPL1*,*PPIF*
Endoplasmic Reticulum Stress Pathway		1.35		0.05		*ATF6*
Unfolded protein response		0.86		0.01		*ATF6*
Ferroptosis Signaling Pathway		0.86		0.01		*ARF4*
Role of PKR in Interferon Induction and Antiviral Response		0.86		0.01		*ATF3*
Endocannabinoid Cancer Inhibition Pathway		0.86		0.01		*ATF3*
Necroptosis Signaling Pathway		0.86		0.01		*PPIF*
Integrin Signaling		0.86		0.00		*ARF4*

Note: Through differentially expressed gene analysis, we identified genes that showed significant expression pattern change between MCF-7 cells without overexpressing ATF6α and MCF-7 cells after 6 or 9 hours of overexpressing ATF6α (6h-DEGs and 9h-DEGs, respectively) and across three-time points (time-related DEGs).

Canonical pathways are identified with an input of three types of DEGs (FDR < 0.05 and |log2FC| > 1) using Ingenuity pathway analysis (IPA) software.

The Fisher exact test was utilized to compute the *p*-value in order to assess whether the correlation between the DEGs and canonical pathway can be attributed to random chance.

The ratio shows how many molecules from the top 100 genes are involved in the specific pathway compared to the total number of molecules involved

in the entire canonical pathway.

Notably, genes such as *ATF6*, *ATF3*, and *DDIT3* were recurrently emerged in these pathways. In addition, canonical pathways derived from both 6h-DEGs and 9h-DEGs included NRF2-mediated oxidative stress response and EIF2 signaling, while those from time-related DEGs encompassed PI3K signaling in B lymphocytes, ID1 signaling pathway and sirtuin signaling pathway (Table 5). These results suggest that the ectopic expression of ATF6α in breast cancer cells trigger diverse signaling pathways that impact the fate of these cells, including those associated with proliferation, cell death, or senescence.

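PPP1R15A, EIF2AK3 and ATF4 belong to EIF2 signaling, and SLC7A11, a cystine importer, UGDH, which makes UDP-glucuronate, and GCLM, for glutathione synthesis, are targets of NRF2. Of these, PPP1R15A and EIF2AK3 rose at 9 hours in edgeR without a block, and the others rose there with the replicate block. At 6 hours PPP1R15A rose with the block by 0.63 (SE 0.0819) and EIF2AK3 by 0.79 (SE 0.0638). EIF2AK3 (ENSG00000172071.15, chromosome 2, 88556741 to 88691518) went from 50.43 ± 3.38 to 88.3 ± 17.2 and 112.8 ± 20.6 CPM at 6 and 9 hours (n = 3 libraries). ATF4, the transcription factor translated when eIF2α is phosphorylated, rose with the block by 0.31 (SE 0.0543) at 6 hours and 0.40 (SE 0.0897) at 9 hours. Of 34 NRF2 targets, 0 passed in edgeR or DESeq2 at 6 hours (0 at an unadjusted p under 0.05) and 0 at 9 hours (1), and 4 and 3 rose with the block. SLC7A11 rose with it by 0.63 (SE 0.0677) at 6 hours and 1.03 (SE 0.146) at 9 hours, HMOX1, a heme oxygenase, by 0.42 (SE 0.0616) at 6 hours, and UGDH by 0.59 (SE 0.103) at 9 hours. The NRF2 list passed camera only with the block (adjusted p = 0.00133 and 0.00338, limma; 0.329 and 0.126 without it). ID1, an inhibitor of helix-loop-helix factors, fell with the block at 6 hours, at -0.20 (SE 0.05), and at 9 hours, at -0.77 (SE 0.173). PIK3R5 (chromosome 17, 8878911 to 8965712) stood at 0.4998 ± 0.34 CPM in the control and 2.017 ± 0.327 at 9 hours.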

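By camera, genes of S phase fell as a list by 9 hours and secretory factors of senescent cells rose as a list at 6 and 9 hours, and neither list held with an estimated correlation. Other senescence markers passed as a list at neither time. MCM6 and MCM2, parts of the replicative helicase, CCNE2, cyclin E2, and the transcription factor E2F1 serve entry into S phase. CXCL8 and CXCL1 are chemokines among the factors that senescent cells secrete, and IGFBP5 binds insulin-like growth factors. CDKN1A encodes p21, which arrests the cell cycle. Of 48 S phase genes, 0 passed in edgeR at 9 hours, 20 had an unadjusted p under 0.05 and DESeq2 called 2 lower, while 13 were lower when adjusted over the list alone and 19 with the replicate block. MCM6 (ENSG00000076003.5, chromosome 2, 135839626 to 135876443) went from 208.9 ± 26.2 to 140.3 ± 17.7 CPM (n = 3 libraries) and fell with the block, at -0.55 (SE 0.0683). E2F1 fell with it at -0.50 (SE 0.0835), and MCM2 at -0.49 (SE 0.0863) and CCNE2 at -0.55 (SE 0.098). The list fell by camera (adjusted p = 4.64e-19, limma; adjusted p = 0.221 with an estimated correlation). At 6 hours it did not pass (adjusted p = 0.0747, limma), except with the block (adjusted p = 0.0344). Of 29 senescence-associated secretory factors, 0 passed in edgeR at 9 hours, 6 had an unadjusted p under 0.05, DESeq2 called 2 higher and 1 lower, and 8 rose and 4 fell with the block. CXCL8 rose with it by 1.63 (SE 0.19) at 6 hours and 2.13 (SE 0.334) at 9 hours, CXCL1 by 2.17 (SE 0.349) at 9 hours, and IGFBP5 fell, at -0.43 (SE 0.0709). As a list they rose by camera (adjusted p = 0.00817 at 6 hours and 0.0335 at 9 hours, limma; 0.242 and 0.409 with an estimated correlation). Of 18 other senescence markers 0 passed in edgeR at 9 hours, 5 had an unadjusted p under 0.05, DESeq2 called 1, and 1 rose and 2 fell with the block. The list did not pass camera at 6 or 9 hours (adjusted p = 0.463 and 0.876, limma). CDKN1A did not pass at 9 hours (log2FC 1.10, SE 0.361, adjusted p = 0.411, edgeR), and its log2 differences were 1.15, -0.03 and 1.83 in replicates 1, 2 and 3. The paper proposes, from the DEGs and the pathways that IPA drew from them, that ATF6α sets off pathways bearing on proliferation, death or senescence.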

### GSEA

To further investigate molecular signaling pathways that are differentially activated in MCF-7 cells overexpressing ATF6α for 6 or 9 hours, GSEA was conducted. The analysis revealed significant differences (FDR < 0.25) in the enrichment of the hallmark gene sets. The top 5 enriched pathways at each time points were selected based on their normalized enriched scores (NES). 

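Genes of mTORC1 signalling and of the unfolded protein response rose as lists at 6 hours, whereas those of MYC and the nucleolus and those of mitosis did not pass as lists. The mTORC1 list shares members with the lists of the unfolded protein response, such as HSPA5, DDIT3, DDIT4 and SESN2, and with sterol synthesis. Whether its other members rose as a list was not tested. NCL, NOP56 and NPM1 are nucleolar proteins of ribosome assembly driven by MYC, CCNB1 and PLK1 drive mitosis, and FKBP5 is a chaperone partner of the androgen receptor. In the list of 58 MYC and nucleolar genes edgeR and DESeq2 called 0 at 6 hours, 1 had an unadjusted p under 0.05, and only GNL3, a nucleolar GTPase, rose with the replicate block, by 0.21 (SE 0.0513). NCL, NOP56 and NPM1 had a log2FC of 0.03, -0.04 and 0.02. The list's direction by camera was down without passing (adjusted p = 0.41, limma). In the list of 63 mTORC1 genes 0 passed in edgeR, 13 had an unadjusted p under 0.05 and DESeq2 called 2, while 21 rose with the block. HMGCS1, which makes a sterol precursor, rose by 0.65 (SE 0.0611) with it (chromosome 5, 43287470 to 43313512; 210 ± 81.6 to 319 ± 67.6 CPM, n = 3 libraries). The list rose by camera (adjusted p = 6.91e-12, limma, and 0.0427 with an estimated correlation). With the block as well the list did not pass. Among 53 androgen response genes 0 passed in edgeR (3 at an unadjusted p under 0.05, 1 called in DESeq2), and 7 rose and 3 fell with the block. That list rose narrowly (camera adjusted p = 0.048, limma; adjusted p = 0.415 with an estimated correlation), with medians of 0, -0.03 and 0.03 in replicates 1, 2 and 3. None of 56 G2 and mitosis genes passed in edgeR, DESeq2 or with the block, and 0 had an unadjusted p under 0.05. CCNB1 had a log2FC of -0.01 (SE 0.242) and PLK1 of -0.14 (SE 0.338), and the list did not pass (camera adjusted p = 0.483, limma). The hallmark collection was not at hand, so these lists, written from general knowledge, stand in for it.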

As shown in Fig 4A, the Myc targets v1 pathway, mTORC1 signaling pathway, UPR pathway, androgen response pathway, and G2M checkpoint pathway were differentially enriched in MCF-7 cells after 6 hours of ATF6α ectopic expression.

**Fig 4:**
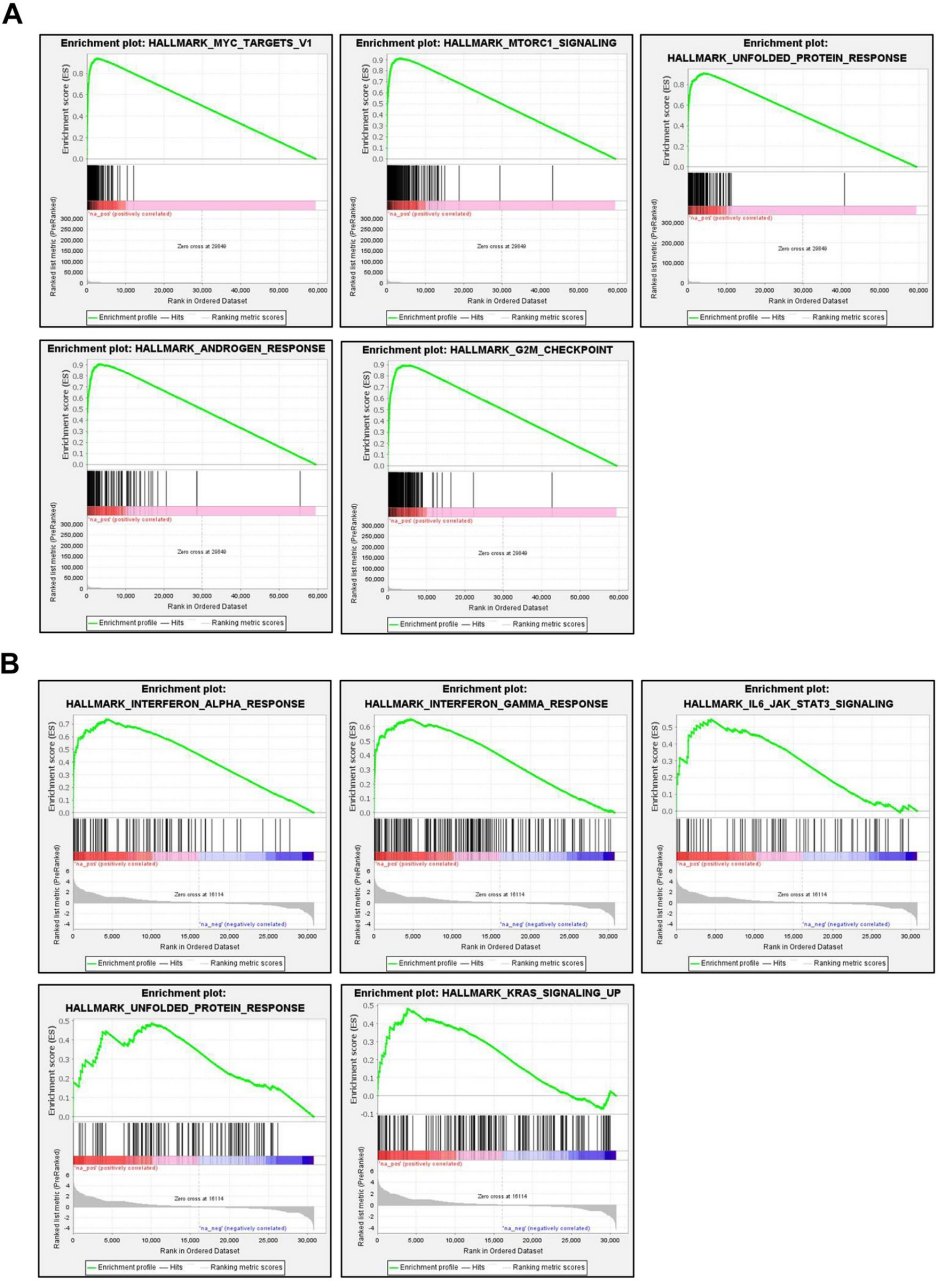
GSEA using the hallmark gene set collection from the MSigDB. (A) Top 5 enrichment pathway plots of MCF-7 cells at 6 hours after ATF6α ectopic expression (FDR < 0.25). Differentially enriched pathways include Myc targets, mTORC1 signaling, UPR, androgen response, and G2M checkpoint pathways. (B) Top 5 enrichment pathway plots of MCF-7 cells at 9 hours after ATF6α ectopic expression (FDR < 0.25) (FDR < 0.25). Enriched pathways comprise the interferon alpha response, interferon gamma response, IL6- JAK/STAT3 signaling, UPR, and KRAS signaling pathways.

Additionally, the interferon alpha response pathway, interferon gamma response pathway, IL6-JAK/STAT3 signaling pathway, UPR pathway, and KRAS signaling pathway were enriched in MCF-7 cells after 9 hours of ATF6α ectopic expression (Fig 4B). These findings suggest that the Myc and mTORC1 signaling pathways, previously associated with cellular senescence, are among the earliest activated signaling pathways contributing to cellular senescence induction by ectopic expression of ATF6α.

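Interferon-stimulated genes were higher at 9 hours chiefly in replicate 3. IFIT1, IFIT2 and IFIT3 bind or help bind foreign RNA, OAS2 makes the 2-5A signal that activates RNase L, and IRF1 is a transcription factor induced by interferon. IFIT1, IFIT2, IFIT3 and OAS2 were chosen after their values were seen. Of 68 interferon-stimulated genes 0 passed in edgeR, 13 had an unadjusted p under 0.05, DESeq2 called 2, and 16 rose with the replicate block. Without replicate 3 the block gave 7 higher and 3 lower. IFIT1 (ENSG00000185745.10, chromosome 10, 89392546 to 89406487) had a log2FC of 5.44 (SE 2.14, adjusted p = 0.535, edgeR) and rose with the block by 5.34 (SE 0.364), OAS2 (chromosome 12, 112978395 to 113011723) by 4.46 (SE 0.301) and IFIT2 by 4.98 (SE 0.401). IRF1 rose with it by 1.44 (SE 0.274). IFIT1 had 27, 56 and 7389 counts in 9-hour replicates 1, 2 and 3, against 2, 11 and 179 in the controls of the same numbers. The list's median log2 difference was 0.01, 0.04 and 1.83 in those replicates, and it rose by camera (adjusted p = 5.99e-08, limma; adjusted p = 0.651 with an estimated correlation). Of 53 genes of IL6-JAK-STAT3 signalling 0 passed in edgeR, 7 had an unadjusted p under 0.05, DESeq2 called 3, and 7 rose and 1 fell with the block. TNFRSF12A, a receptor of the TNF family, fell with it, at -0.48 (SE 0.0757). The list did not pass (camera adjusted p = 0.0538, limma) except with the block (adjusted p = 0.0087). At 6 hours the interferon and IL6-JAK-STAT3 lists passed camera only with the block (adjusted p = 0.0263 and 0.0262, limma; 0.183 and 0.41 without). Of 27 RAS-ERK output genes 0 passed in edgeR or DESeq2 at 9 hours, 2 had an unadjusted p under 0.05, and 1 rose and 2 fell with the block. The list did not pass (camera adjusted p = 0.89, limma), and at 6 hours it rose (adjusted p = 0.0132; adjusted p = 0.484 with an estimated correlation).

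**Figure D2:**
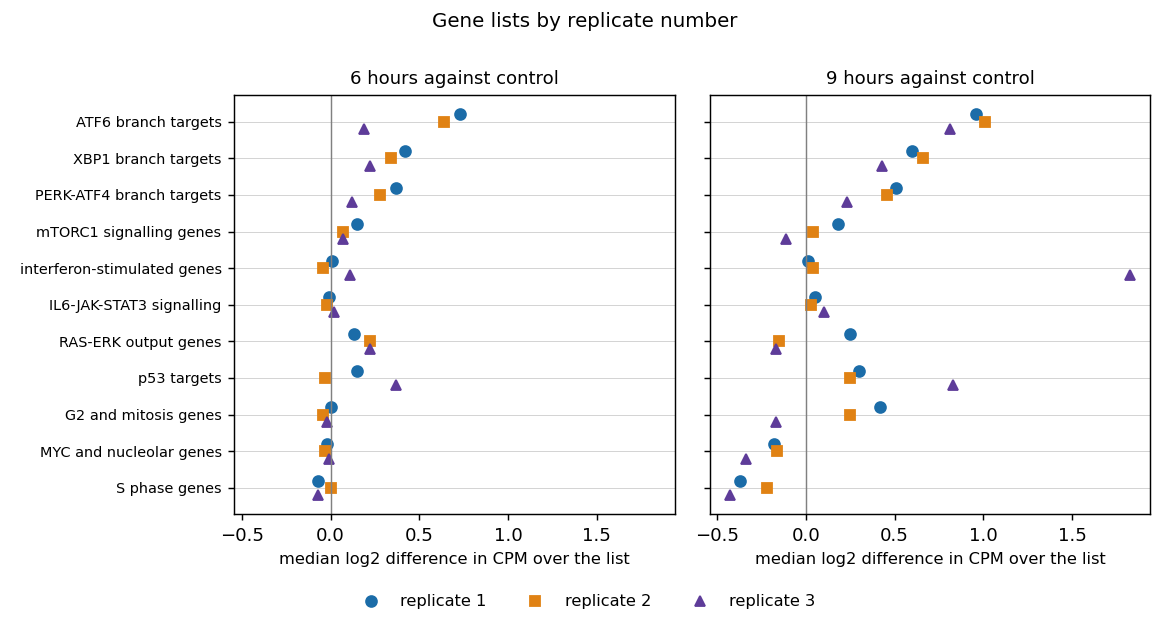
Change of 11 gene lists by replicate number. The horizontal axis is the median, over a list's genes, of the log2 difference in CPM between a library and the control of the same number, at 6 hours (left) and 9 hours (right). Each point is 1 replicate number (blue circle, 1; orange square, 2; purple triangle, 3), and the vertical line marks 0. The ATF6 branch list stands at 0.73, 0.64 and 0.19 at 6 hours.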

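By camera, genes that MYC drives fell as a list by 9 hours and the mTORC1 list rose, and neither held with an estimated correlation. MYC itself, the transcription factor, did not pass at either time. RRS1 and NOP56 build ribosomes, and SLC19A1 imports folate. MYC (ENSG00000136997.21, chromosome 8, 127735434 to 127742951) stood at 132.7 ± 48.9, 136.1 ± 35.5 and 103.2 ± 35.6 CPM in the control, at 6 hours and at 9 hours (n = 3 libraries). Its log2FC was 0.04 (SE 0.279) at 6 hours and -0.34 (SE 0.303) at 9 hours. Of 58 MYC and nucleolar genes 0 passed in edgeR at 9 hours, 15 had an unadjusted p under 0.05, DESeq2 called 1 lower, and 14 fell with the replicate block. NOP56 (chromosome 20, 2652593 to 2658393) fell with it at -0.41 (SE 0.0684), RRS1 at -0.51 (SE 0.0864) and SLC19A1 at -0.51 (SE 0.0734). The list fell by camera (adjusted p = 2.76e-12, limma; adjusted p = 0.221 with an estimated correlation). Of 63 mTORC1 genes 2 were higher at 9 hours in edgeR, 8 over the list alone and 14 with the block. These 63 include members of the unfolded protein response lists, HSPA5 and DDIT3 among them. The mTORC1 list rose then by camera (adjusted p = 2.1e-05, limma; adjusted p = 0.221 with an estimated correlation), with medians of 0.18, 0.04 and -0.11 in replicates 1, 2 and 3. G2 and mitosis genes rose at 9 hours by camera (adjusted p = 4.15e-06, limma; adjusted p = 0.582 with an estimated correlation), with medians of 0.42, 0.25 and -0.17 in replicates 1, 2 and 3. Of the 56 genes 0 passed in edgeR or DESeq2 (7 at an unadjusted p under 0.05), 3 rose with the block, and 34 rose with it when replicate 3 was left out. The authors read gene set enrichment at 6 hours as early activation of Myc and mTORC1 signaling, and the paper proposes that these pathways contribute to senescence.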

### Validation of regulatory molecules and pathways identified through upstream regulator analysis

To validate the regulatory molecules and pathways identified through upstream regulator analysis, we conducted functional experiments targeting four regulators, namely PDGF-BB, TNF, MAP2K1/2 and GPAT4, predicted to exhibit increased expression or activity. Using siRNA-mediated knockdown, we individually assessed the impact of these regulators on cellular senescence, measured by senescence-associated β-galactosidase (SA-β-gal) staining (Fig 5 and S3A and S3B Fig).

**Fig 5:**
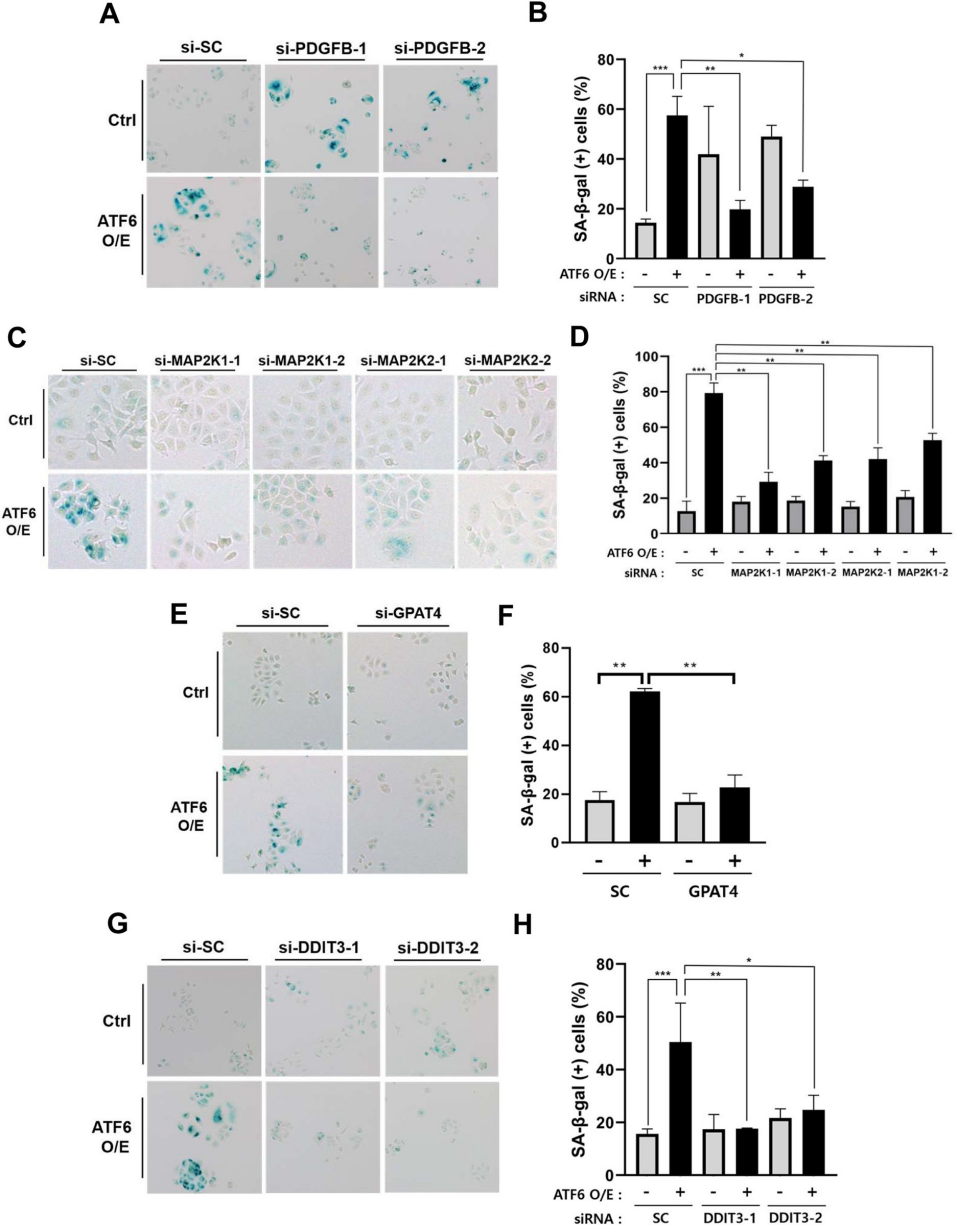
Validation of roles of PDGFB, MAP2K1/2, GPAT4, and DDIT3 in cellular senescence induced by ATF6α ectopic expression. MCF-7 cells were co-transfected with ATF6α cDNA and control siRNA (si-SC) or siRNA targeting the specified genes. Two different siRNAs were employed for each gene. After 5 days, SA-β-gal staining was performed. (A, C, E, G) Light microscopic images represent three independent experiments. (B, D, F, H) Percentages of SA-β-gal (+) cells were plotted. Data represent the mean of triplicate determinations ± standard deviation (S.D.). Ctrl, control; ATF6 O/E, ATF6α overexpression. * *P*<0.05; ** *P*<0.01; *** *P*<0.001.

MCF-7 cells were co-transfected with ATF6α cDNA and siRNA targeting one of the regulatory genes, and after 5 days, cellular senescence was evaluated. Remarkably, knockdown of PDGFB, MAP2K1/2 (MAP2K1 or MAP2K2) or GPAT4 significantly mitigated cellular senescence (Fig 5A–5F).

Subsequently, we explored the roles of downstream targets of PDGF-BB, MAP2K1/2 and GPAT4 in senescence induction. Among the annotated downstream targets of MAP2K1/2 and GPAT4, knockdown of DDIT3 exhibited a preventive effect on cellular senescence (Fig 5G and 5H). Furthermore, MAP2K1/2 and GPAT4 were observed to upregulate DDIT3 mRNA expression in that knockdown of MAP2K1, MAP2K2 or GPAT4 inhibited the increase in DDIT3 mRNA expression induced by the ectopic expression of ATF6α (Fig 6 and S6–S8 Figs).

**Fig 6:**
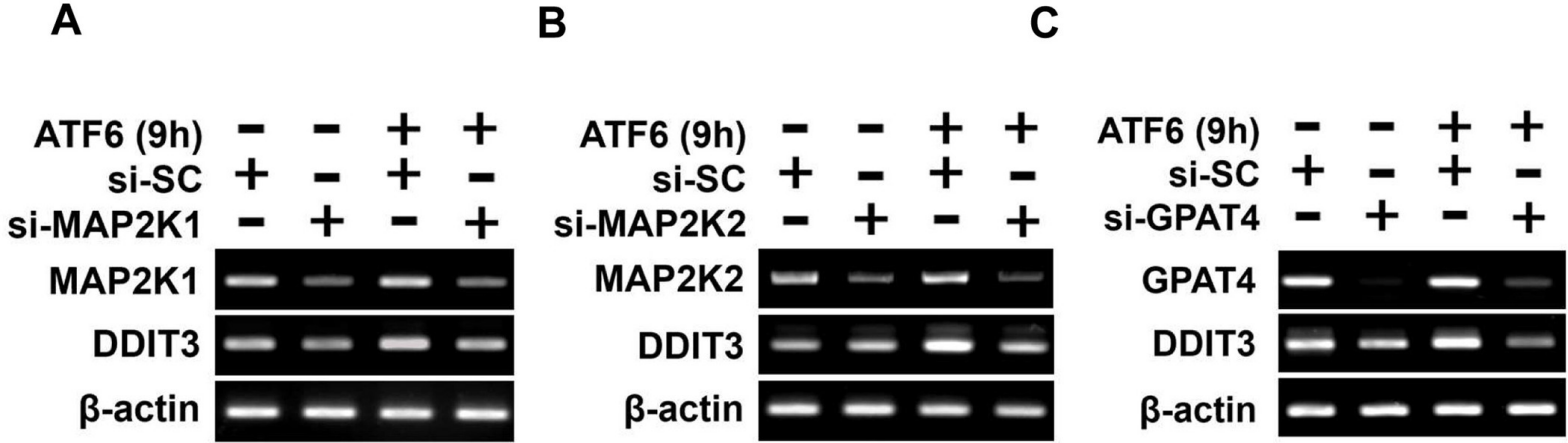
Regulation of DDIT3 mRNA expression by MAP2K1/2 and GPAT4 9 hours after ATF6α ectopic expression in MCF-7 cells. (A, B, C) MCF-7 cells were co-transfected with ATF6α cDNA, and control siRNA (SC) or siRNA targeting the specified genes. mRNA levels of DDIT3 were assessed by RT-PCR at 9 hours following the ectopic expression of ATF6α. Data presented are representatives of three independent experiments with similar results.

Taken together, these findings suggest that the MAP2K1/2/GPAT4-DDIT3 axis may play a pivotal role in cellular senescence induced by the ectopic expression of ATF6α.

Similarly, among the annotated targets of PDGF-BB, knockdown of PPP1R15A and IL-6 attenuated cellular senescence (S3E and S3F Fig). However, RT-PCR analysis revealed that knockdown of PDGFB did not distinctly affect the mRNA expression of PPP1R15A and IL6, indicating that PDGF-BB may not directly regulate their mRNA expression (S4 and S13 Figs). This finding emphasizes the necessity for further exploration to better understand the roles and interplay between PDGF-BB and PPP1R15A/IL6 in the context of cellular senescence.

ATF3 was identified as a target of both MAP2K1/2 and GPAT4, frequently appearing in the gene network analysis and enriched functional annotations. However, knockdown of ATF3 did not affect cellular senescence induced by the ectopic expression of ATF6α (S3M and S3N Fig). This suggests a nuanced relationship between ATF3 and cellular senescence, highlighting the complexity of the regulatory network involved in cellular senescence.

Since MCF-7 cells have estrogen receptor (ER)(+)/PR(+)/HER2(-) phenotypes, which represent more than 70% of human breast cancers [3]. We analyzed overall survival (OS) of breast cancer patients with high and low expressions of ATF6α using Kaplan-Meier plotter (https://kmplot.com/analysis), showing that breast cancer patients with high ATF6α expression levels have decreased OS rates compared to those of low ATF6α expression levels. Furthermore, breast cancer patients with high expression levels of the ATF6α-MAP2K1/2-DDIT3 axis also showed decreased OS rates (S5 Fig). The data indicate that cellular senescence might be a key event associated with chemoresistance, epithelial mesenchymal transition (EMT), metastasis and production of cancer stem cell (CSC).

Overall, these results underscore the significance of the MAP2K1/2/GPAT4-DDIT3 axis in the induction of cellular senescence through the ectopic expression of ATF6α in MCF-7 cells.

## Discussion

In this study, we conducted transcriptomic analysis of MCF-7 cells to unravel the intricate molecular mechanisms driving ER stress-induced cellular senescence. Based on our prior discovery that the ER stress-induced senescence is mediated by the UPR sensor molecule ATF6α [1], we induced cellular senescence through the ectopic expression of ATF6α in MCF-7 cells. To investigate the initial molecular events triggering cellular senescence, transcriptomic analysis was conducted at early time points, specifically 6 and 9 hours following ATF6α ectopic expression. Employing 6h-DEGs, 9h-DEGs, and time-related-DEGs, we conducted a comprehensive analysis including network analysis, enriched functional annotation, canonical pathway analysis, GSEA, and upstream regulator analysis.

Validation of the molecules identified in the upstream regulator analysis revealed the significance of the MAP2K1/2-DDIT3 axis in the induction of cellular senescence via ectopic expression of ATF6α. Enriched functional annotation and canonical pathway analyses corroborated the involvement of cellular functions or pathways known for their crucial involvement in cellular senescence, supporting the validity of our analyses. Functional annotations such as ER stress response, asbestosis, stress response of cells and annotations related to cell death and apoptosis were identified from 6h-DEGs and 9h-DEGs. Canonical pathway analysis identified ER stress-related pathways and other pathways associated with cellular senescence, including the ID1 signaling pathway [21], PI3K signaling pathway [22], endocannabinoid cancer inhibition pathway [23, 24], NRF2-mediated oxidative stress response [25, 26], autophagy [27], and sirtuin signaling pathway [28, 29]. Notably, many senescence-related pathways were regulated within 9 hours following ATF6α ectopic expression.

Top scoring gene networks derived from 6h-DEGs and 9h-DEGs were associated with cell-to-cell signaling and interaction, featuring upregulated nodes such as *ATF6*, *ATF3* and *DDIT3*. These genes were also identified in enriched functional annotation and canonical pathway analyses. *DDIT3* emerged as a key player in cellular senescence induced by ectopic expression of ATF6α, as knockdown of *DDIT3* prevented cellular senescence. Also known as *GADD153* or *CHOP*, *DDIT3* belongs to the CCAAT/enhancer-binding protein (C/EBP) family transcription factor and is a well-established ER stress marker downstream of UPR activation pathways [30]. Despite its known role in inducing apoptotic pathways, *DDIT3* has been reported to promote senescence in alveolar epithelial cells [31] and in PCSK6 deficient H9c2 cells [32]. Moreover, it was demonstrated that *DDIT3* expression increases with age [33], but its direct relevance to human aging has not been conclusively established. Our findings suggest a potentially important role of *DDIT3*. *ATF3*, a stress-responsive transcription factor belonging to the ATF/cAMP response element-binding (CREB) protein family, has been implicated in reconstructing chromatin accessibility to facilitate cellular senescence [34]. However, conflicting reports on the role of *ATF3*, both promoting and inhibiting effect on cellular senescence, exist in the literature [34, 35], highlighting its context-dependent role in this process. In our model system, knockdown of *ATF3* did not exhibit any significant impact on cellular senescence. The top scoring gene network derived from 9h-DEGs also included well-known regulators of cellular senescence, such as PI3K [22], p38 MAPK [22] and IL-6 [36]. Additionally, the network identified from time-related-DEGs included TP53, a key gene associated with cellular senescence in responses to stress [37]. Taken together, among the six common denominator genes, *ATF6*, *DNAJB9*, *CHAC1*, *HERPUD1*, *DDIT3*, *and ATF3*, of 6-DEGs and 9-DEGs (Table 1), the ATF6, DDIT3, and ATF3 genes were implicated in cellular senescence. The roles of the DNAJB9, CHAC1, HERPUD1 genes in senescence induction have not been reported but these genes are all involved in tumorigenesis in breast cancers [38–40].

Upstream regulator analysis with 9h-DEGs identified six regulators and eleven targets related to cytostasis and ‘cell viability and cell death of connective tissue cells.’ Among the regulators that were upregulated or predicted-to-be-activated, knockdown *MAP2K1/2*, *PDGFB* or *GPAT4* significantly prevented cellular senescence induced by ectopic expression of ATF6α. Knockdown of DDIT3, a target of MAP2K1/2 and GPAT4 also inhibited cellular senescence. MAP2K1/2, known as MEK1/2, functions as upstream kinases of ERK1/2, a pathway well-documented in cellular senescence [41, 42]. ERK1/2 has been reported to activate *DDIT3* expression [43, 44]. Our study also provides evidence that ERK1/2 is involved in cellular senescence induced by the ectopic expression of ATF6α, as shown by the prevention of cellular senescence with the chemical inhibitor Ravoxertinib (S3O and S3P Fig). GPAT4, or Lysophosphatidic Acid Acyltransferase Zeta, catalyzes the conversion of glycerol-3-phosphate to 1-acyl-sn-glycerol-3-phosphate (lysophosphatidic acid) by incorporating an acyl moiety at the sn-1 position of the glycerol backbone. Although the role of GPAT4 in cellular senescence remains largely unknown, a report suggests that silencing lysophosphatidic acid receptor 1 in mesenchymal stem cells confers resistance to cellular senescence [45]. Our study reveals that ATF6 α overexpression or activation seems to activate MAP2K1/2 (and GPAT4), which in turn regulates the mRNA expression of DDIT3 or increases DDIT3 activity via MAP2K1/2-mediated ERK1/2 activation [44], underscoring the involvement of MAP2K1/2/GPAT4-DDIT3 pathway in cellular senescence.

Additionally, upstream regulator analysis also highlights a significant role of PDGF-BB as a regulator in ER stress/ATF6α-induced cellular senescence. PDGF-BB, a mitogenic growth factor composed of two B subunits of PDGF, has been shown to induce cellular senescence in certain cell types such as human dermal fibroblasts [46] and smooth muscle cells [47]. Knockdown of its predicted targets, PPP1R15A or IL-6, resulted in the attenuation of cellular senescence. However, inhibition of PDGF-BB did not seem to regulate the mRNA expression of PPP1R15A or IL-6, leaving the intermediate target responsible for PDGF-BB-induced senescence unknown. Further investigation is essential for a comprehensive understanding of the regulatory axis involving PDGF-BB.

GSEA analysis conducted with 6h-DEGs and 9h-DEGs unveiled enriched signaling pathways potentially driving cellular senescence upon ectopic expression of ATF6α. Specifically, GSEA with 6h-DEGs highlighted the importance of MYC and mTORC1 signaling in driving cellular senescence. A substantial body of literature supports the role of mTOR in cellular senescence [48, 49]. mTOR plays a pivotal role in promoting the senescence-associated secretory phenotype, and its inhibition has demonstrated to prevent cellular senescence induced by various cellular stresses. While oncogenic activation of MYC typically induces apoptosis as a failsafe mechanism against cellular transformation, it can also trigger cellular senescence. However, the literature presents both pro-senescent effects [50, 51] and anti-senescent effects [52] of MYC. GSEA analysis with 9h-DEGs indicated the enrichment of the interferon-alpha (IFN-α) response and the interferon-gamma (IFN-γ) response. Previous studies have revealed that IFN-γ [53] and IFN-α [54] can induce cellular senescence in various human cell types. IFN-γ not only induces cellular senescence but also leads to oxidative stress and DNA damage [55]. These results suggest that multiple signaling pathways might be directly or indirectly involved in inducing ER stress-mediated cellular senescence, and over time, changes in the main signaling pathways that induce cellular senescence may occur.

Comprehending the molecular mechanisms underlying ER stress-induced cellular senescence holds promise for developing new strategies in cancer therapy. Therapy-induced senescence (TIS) mediated through ER stress/UPR can play a pivotal role in promoting therapy resistance, cancer progression and recurrence. Given the highly variable senescence phenotype depending on cell type, senescence-inducing stimuli, and temporal stages of cellular senescence [12], it becomes necessary to investigate TIS mechanisms individually for each cancer type and at different stages of cellular senescence. Our study contributes valuable insights into the transcriptomic profile and the mechanism of ER stress-induced cellular senescence in a breast cancer cell line, MCF-7, which has estrogen receptor (ER) (+)/PR(+)/HER2(−) phenotypes, specifically focusing on the early stage of cellular senescence. This research provides a foundational understanding that opens potential therapeutic avenues for breast cancer intervention.

## Supporting information

S1 Fig mRNA expression levels of selected genes in the 6h-DEGs and 9h-DEGs after ATF6α ectopic expression. (A, B) MCF-7 cells were transfected with ATF6α cDNA or an empty vector DNA as a control. RT-PCR was conducted to assess the mRNA levels of the indicated genes selected from the 6h-DEGs (A) or 9h-DEGs (B) in MCF-7 cells after ATF6α ectopic expression. Data represent three independent experiments with similar results. Ctrl, control; ATF6 O/E, ATF6α overexpression.
(TIF)

S2 Fig Gene interaction networks of 9h-DEGs. (A) Gene network of 9h-DEGs with a score of 24, associated with cell cycle, cellular development, and connective tissue development and function. (B) Gene network of 9h-DEGs with a score of 20, linked to cellular development, cellular growth and proliferation, and cellular movement. (C) Gene network of 9h-DEGs with a score of 18, related to hematological system development and function, humoral immune response, and lymphoid tissue structure and development. (D) Gene network of 9h-DEGs with a score of 8, associated with cell-to-cell signaling and interaction, hematological system development and function, and immune cell trafficking. The legend illustrates the relationship between molecules within the network and their activation state.
(TIF)

S3 Fig Validation of roles of regulators and targets identified through upstream regulator analysis in cellular senescence induced by ATF6α ectopic expression. MCF-7 cells were co-transfected with ATF6α cDNA, and control siRNA (SC) or siRNA for the indicated genes. After 5 days, SA-β-gal staining was performed. (A, C, E, G) Light microscopic images represent three independent experiments. (B, D, F, H) Percentages of SA-β-gal (+) cells were plotted. (I, K, M) Light microscopic images represent three independent experiments. (J, L, N) Percentages of SA-β-gal (+) cells were plotted. Data represent the mean of triplicate determinations ± S.D. (O, P) MCF-7 cells were transfected with ATF6α cDNA or an empty vector and treated with 100 nM Ravoxertinib, an ERK inhibitor, or 500 nM Trametinib, a MEK1/2 inhibitor. After 5 days, SA-β-gal staining was performed. Data represent the mean of triplicate determinations ± S.D. Ctrl, control; ATF6 O/E, ATF6α overexpression. * *P*<0.05; ** *P*<0.01; *** *P*<0.001; ns, non-significant.
(ZIP)

S4 Fig Regulation of PPP1R15A and IL-6 mRNA expression by PDGF-BB at 9 hours after ATF6α ectopic expression in MCF-7 cells. MCF-7 cells were co-transfected with ATF6α cDNA, and control siRNA (si-SC) or PDGFB siRNA. RT-PCR was conducted to assess mRNA levels of PPP1R15A and IL-6 at 9 hours after ATF6α ectopic expression. Data are representative of three independent experiments with similar results.
(TIF)

S5 Fig Overall Survival (OS) analysis of breast cancer patients with high and low expressions of ATF6α for the ATF6α-MAP2K1/2-DDIT3 axis. The OS of breast cancer patients with high and low expressions of ATF6α was analyzed by Kaplan-Meier plotter (https://kmplot.com/analysis). (A) The OS curves of breast cancer patients with high and low expression levels of ATF6. (B) The OS curves of breast cancer patients with high and low expression levels of MAP2K1. (C) The OS curves of breast cancer patients with high and low expression levels of MAP2K2. (D) The OS curves of breast cancer patients with high and low expression levels of DDIT3. Hazard ratio (HR), log rank *P* values, and the number of patients (n) were indicated in the plots.
(TIF)

S6 Fig The original gel images of Fig 6A. Data represnet the raw uncropped images of Fig 6A. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S7 Fig The original gel images of Fig 6B. Data represnet the raw uncropped images of Fig 6B. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S8 Fig The original gel images of Fig 6C. Data represnet the raw uncropped images of Fig 6C. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S9 Fig The original gel images of the 6h lane of S1A Fig. Data represnet the raw uncropped images of the 6h lane of S1A Fig. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S10 Fig The original gel images of the 9h lane of S1A Fig. Data represnet the raw uncropped images of the 9h lane of S1A Fig. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S11 Fig The original gel images of the 6h lane of S1B Fig. Data represnet the raw uncropped images of the 6h lane of S1B Fig. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S12 Fig The original gel images of the 9h lane of S1B Fig. Data represnet the raw uncropped images of the 9h lane of S1B Fig. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

S13 Fig The original gel images of S4 Fig. Data represnet the raw uncropped images of S4 Fig. M, Molecular weight markers; X, lanes not included in the figures.
(TIF)

## Abbreviations

ATF6: activating transcription factor 6α
ER: Endoplasmic Reticulum
UPR: unfolded protein response
PR: progesterone receptor
HER2: human epidermal growth factor receptor 2
TIS: therapy-induced cellular senescence
DEG: differentially expressed genes
siRNA: small interfering RNA
SA-β-gal: senescence associated-β-galactosidase

How the deposited data were processed for this re-analysis (not part of the article)

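RNA sequencing of MCF-7 cells was used: 3 control libraries, 3 libraries from cells 6 hours after transfection with ATF6α cDNA and 3 from cells 9 hours after it. The authors checked reads with FastQC (0.11.9), trimmed them with Trim Galore (0.6.5-1), aligned them to GRCh38 with STAR (2.7.3a) in 2 passes and assigned read pairs to the genes of GENCODE release 38 with featureCounts on strand setting 2, with an overlap of at least 60 bases. The deposited values are counts of read pairs per gene, whole numbers without normalization, and each library lists 67049 genes. Symbols and positions come from the GENCODE 38 annotation. Of the IDs 60507 matched it, and the 95 unmatched IDs that had a count held 0.023% of all counts. A count was present in at least 1 library for 32576 genes. The count headers give the year of the alignment folder, the earlier for replicate 3 of each group and the later for replicates 1 and 2.

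The libraries hold 16385589, 22055607 and 25166805 counts (control replicates 1, 2 and 3), 17426265, 21374247 and 24764555 (6 hours) and 19389205, 23070658 and 20433781 (9 hours). The 10 most abundant genes take 5.88 to 8.51% of a library, and genes of the mitochondrial genome 5.27 to 8.96%.

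Everything that follows was computed from these counts in R (4.3.3). Each comparison (6 hours against control, 9 hours against control, 9 hours against 6 hours) used its own 6 libraries in edgeR (4.0.16): filterByExpr at a minimum count of 10, TMM factors, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the genes tested. A DEG has an adjusted p under 0.05 and a |log2FC| above 1. A gene that "passed" meets the adjusted p alone. The SE of a log2FC is its absolute value divided by the square root of the F statistic. Time-related genes come from a test of the 6-hour and 9-hour coefficients together on all 9 libraries. CPM use TMM factors over all 9 libraries, and log2 differences by replicate number come from log2 CPM with a prior count of 2.

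The numbers of the replicates were checked for pairing. Over 15796 genes, the deviations from the group means correlated at 0.48 to 0.74 between libraries of the same number and at -0.51 to 0.01 between others, and 9 of 9 libraries correlated best with a library of their own number. Principal components 1, 2 and 3 of the log2 CPM hold 40.5, 19.7 and 14.4% of the variance, and component 1 sets replicate 3 apart. The fit with the replicate number as a block was therefore taken as a paired analysis. The pairing comes from the data and the shared numbers. No source read states what a number marks.

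The comparisons, the lists, the rule for named genes and the alternatives were set before the data were examined, except those listed as added in the section on processing. Named genes are, at 6 and at 9 hours against control, the 10 DEGs with the largest |log2FC| whose libraries lie apart from the control's, the 10 that fell most, the 4 members of each list with the lowest adjusted p, and every gene that the paper names (the values of its tables had been seen). Between 9 and 6 hours the rule took genes past the adjusted p, of which there were none. Genes named outside this rule, or at a time for which it did not take them, were chosen after their values were seen. The former are HBP1 and LYSMD3 (named as members of the full set called over time), ATG13, TNFRSF10B, ATF4, GCLM, HMOX1, CCNE2, MCM2, MCM6, CXCL1, CXCL8, IGFBP5, CCNB1, PLK1, NCL, NPM1, BTG2, IFIT1, IFIT2, IFIT3, OAS2, IFNB1, IFNL1, ITGAM, MT-CO1, and the genes named as 6h-DEGs with the block that were not 9h-DEGs.

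The 37 gene lists were written from general knowledge, except 3 taken from the paper: the regulators of Fig 3, the targets of Fig 3 and the genes named for 9 hours. The others are ER chaperones and folding enzymes, ER-associated degradation, ER translocation and signal peptide processing, ER to Golgi transport, targets of the ATF6, XBP1 and PERK-ATF4 branches, autophagy, cytosolic heat shock response, p53 targets, senescence-associated secretory factors, other senescence markers, S phase genes, G2 and mitosis genes, MYC and nucleolar genes, mTORC1 signalling genes, sterol synthesis, interferon-stimulated genes, IL6-JAK-STAT3 signalling, RAS-ERK output genes, immediate-early genes, androgen response genes, estrogen receptor targets, NRF2 targets, hypoxia and glycolysis genes, apoptosis genes, cytosolic ribosomal proteins, mitochondrial genome genes, replication-dependent histones, and markers of fibroblasts, of blood and endothelial cells, of luminal epithelium and of basal and other epithelial lines, and genes of the growth hormone locus. Lists share genes, and VIMP, DDX58, TARP and WISP2 are not symbols of the annotation used. List counts take genes at an adjusted p under 0.05 without a fold threshold, adjusted over all genes tested or over the list alone. Lists were tested with camera of limma (3.58.1) at a preset correlation between genes of 0.01, adjusted over the lists, and again with the correlation estimated from the data. The fry test of limma, set beforehand as well, was run on the same lists.

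Alternatives were DESeq2 (1.42.0, the paper's tool), limma-voom, RLE and upper-quartile factors, no filter, a stricter filter, glmTreat against a fold of 1.2, no fold threshold, all 9 libraries in 1 fit, the replicate number as a block, each library left out in turn, and preranked enrichment with fgsea (1.28.0). For time-related genes a quadratic regression with an R squared of at least 0.8 was written after the description of maSigPro, with normal errors and with negative binomial errors (theta 10). Chance was examined with the 10 ways to split 6 libraries into 3 and 3, with 100 drawn splits of the 9 libraries, and with 50 draws of unchanged groups against the same controls.

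The fits were tested on simulated data with 67, 67 and 66 genes changed by folds of 1.5, 2 and 4. Data for the fits without the block were drawn with no pairing of replicate numbers, and data for the fits with it were drawn with pairing. Shares and false calls with and without the block thus come from different data. They do not show how a fit without the block behaves on paired libraries such as these. At 6 hours edgeR recovered 14.9, 52.2 and 84.8% of these without the block (12 false calls of 113; 14929 genes) and 77.6, 83.6 and 98.5% with it (12 of 185; 14941 genes). At 9 hours the shares were 4.5, 43.3 and 89.4% (9 of 100; 14975 genes) and 64.2, 77.6 and 95.5% with the block (21 of 179; 14986 genes). For 9 hours against 6 hours they were 9, 38.8 and 78.8% (4 of 88; 14954 genes) and 56.7, 82.1 and 100% with the block (14 of 173; 14962 genes). Without a block DESeq2 made 45 false calls of 164 at 6 hours, 41 of 156 at 9 hours and 32 of 140 between the times, and with the block 0 of 146, 11 of 151 and 3 of 140.

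Not done: maSigPro, IPA and the hallmark collection of MSigDB were not at hand, and the paper's RT-PCR and staining experiments have no deposited values.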

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

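All tests of explanations in this part were chosen after the results were seen.

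Besides 2 lists of the paper's own genes, 3 lists rose further from 6 to 9 hours by a test of that difference with the correlation preset and estimated. ER translocation and signal peptide processing had an adjusted p of 1.81e-09 by camera (limma), a median log2FC of 0.164 and medians of 0.15, 0.18 and 0.1 in replicates 1, 2 and 3. PERK-ATF4 branch targets had 6.91e-08, with 0.117 and 0.12, 0.13 and 0.15. Autophagy had 8.21e-08, with 0.141 and 0.15, 0.07 and 0.13. With an estimated correlation the adjusted p was 0.0321 for each, and with the replicate block as well it was 0.232.

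Lists that the paper does not discuss rose against control by camera (limma), with the block and without it, and none of them held with an estimated correlation. p53 targets rose at 6 hours (adjusted p = 6.51e-11, then 0.239; medians 0.15, -0.03 and 0.37 in replicates 1, 2 and 3) and at 9 hours (5.13e-16, then 0.221; 0.3, 0.25 and 0.83). Sterol synthesis rose at 6 hours (1.22e-15, then 0.192; 0.43, 0.15 and 0.14) and at 9 hours (0.0292, then 0.693; 0.39, 0 and -0.15). Immediate-early genes rose at 6 hours (2.03e-13, then 0.108; 0.26, 0.29 and 0.2) and at 9 hours (4.03e-05, then 0.224; 0.32, -0.07 and 0.27). Replication-dependent histones rose at 9 hours (1.19e-05, then 0.395, with medians of 0.33, 0.29 and 0.58). The libraries were poly(A)-selected, so histone transcripts without a poly(A) tail are left out.

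Interferon-stimulated genes at 9 hours were higher in replicate 3, where 46 of 68 lay more than 1 log2 unit above control replicate 3, against 9 and 11 in replicates 1 and 2. If the folder year marks a sequencing batch, which no source states, a difference between batches is argued against, because replicate 3 of the control comes from the same folder and the median difference from it was 1.83 (quartiles 0.7 and 2.57). The level of ATF6 alone is argued against as well: ATF6 stood at 1539, 1582 and 1909 CPM in the 9-hour replicates, while the median difference of the list in replicates 1 and 2 was at most 0.04. Blood or endothelial cells are argued against by their markers, whose summed CPM in that library was 12.16, within the 8.984 to 14.27 of the other 8 (CD8A at 4.38 CPM, within 4.22 to 5.8, and ITGAM at 2.81, above 0.0601 to 2.31). A response of that culture to transfected DNA or to another factor may remain and was not tested.

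The paper reports Myc targets as enriched at 6 hours, and the list of MYC and nucleolar genes, not the paper's set, did not pass here. A ranking of genes by mean count may account for the difference. The list had an adjusted p of 0.0433 on the mean normalized count (fgsea, enrichment score 0.911) and of 1 on log2FC. The paper also reports the unfolded protein response, G2M and androgen sets. On the mean count the ATF6 branch, XBP1 branch and G2 lists had 0.259, 0.405 and 0.289, above the paper's threshold of 0.25. The PERK-ATF4 list (0.136) and the androgen list (0.0433) lay under it, so this ranking may not account for every set. The ranking axis of Fig 4A has no negative values and runs to about the highest mean count, here 324805 (MT-CO1). On the mean count 22 of 37 lists had an enrichment score above 0.8, whatever their log2FC. A rise of the list's genes is argued against, since the upper quartile of their log2FC was 0.02 (median -0.014, lower quartile -0.046, 58 genes). How the paper ranked the genes stays open.

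Time-related genes with few counts fill most of Table 3, where 12 of the 19 genes that could be matched have 1 count value, at most 2, in the 3 libraries of a group and 0 in the other 6. A regression with normal errors on genes with few counts may account for them: such a regression called 20 genes, of which 15 have that pattern and 14 are in Table 3, and the median total count of the 20 was 3. Expression at 1 time point alone cannot be told apart from chance, because the groups hold 5, 7 and 8 such genes, and the 84 possible sets of 3 libraries hold 6.23 on average outside the groups and up to 15.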

How the results depend on the processing

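Settings with the folder year as a covariate, on subsets of the replicates, with the block together with RLE or upper-quartile factors or an estimated correlation, and for the overlap the block or DESeq2 with no fold threshold and DESeq2 with the block, were chosen after the results were seen, and the others before. Causes were not tested, except that settings with fewer libraries have fewer counts and degrees of freedom.

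By the replicate block, 43 genes were 6h-DEGs, 162 were 9h-DEGs and 28 differed between 9 and 6 hours, against 1, 28 and 0 without it (267, 1281 and 628 at an unadjusted p under 0.05 in edgeR; limma-voom 1, 30 and 0). The block gave 1411 time-related genes in place of 15, an overlap of 35 in place of 1 (320 with no fold threshold), and 174, 239 and 116 genes in any list in place of 0, 26 and 0. With RLE factors the block gave 43, 163 and 27, with upper-quartile factors 43, 154 and 27, with the libraries of the later folder alone 52, 177 and 55, with replicates 1 and 3 53, 153 and 49, and with replicates 2 and 3 43, 126 and 27. DESeq2 with the block gave 19, 111 and 4, and an overlap of 18. Beyond these counts and the calls given beside each result, the block changed no other call that the text reports.

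DESeq2 without a block gave 12, 79 and 6 DEGs, an overlap of 12 (19 with no fold threshold), 15, 91 and 2 genes in any list, and 237 time-related genes by its likelihood ratio. No filter gave 14, 133 and 2 DEGs and 168 time-related genes. Quadratic regression with negative binomial errors gave 473 time-related genes. The folder year as a covariate gave 11, 92 and 3 DEGs, and the libraries of the later folder without a block 5 and 45 against control. RLE and upper-quartile factors, the stricter filter, limma-voom, all 9 libraries and no fold threshold stayed within 1.5 times of the count at each comparison. By glmTreat, whose test replaces the fold threshold, 20 genes passed at 9 hours, and 18 of them have a |log2FC| above 1, fewer than 28 by more than 1.5 times.

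Leaving out 1 library gave 0 to 1 DEGs at 6 hours, 1 to 38 at 9 hours, 0 to 0 between the times, 1 to 32 time-related genes and, at 9 hours, 0 to 29 genes in any list (0, 1 and 0 without control replicates 1, 2 and 3, 0 without 9-hour replicate 1 or 2, and 29 without 9-hour replicate 3).

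Without replicate 3 the block at 9 hours moved list counts by more than 1.5 times for NRF2 targets (3 to 6 higher), apoptosis genes (5 to 9 higher), other senescence markers (1 higher and 2 lower to 5 and 3), RAS-ERK output genes (1 and 2 to 3 and 5), and the genes that fell among IL6-JAK-STAT3 signalling (1 to 3), immediate-early genes (1 to 3) and estrogen receptor targets (4 to 7). At 6 hours the lists so moved included interferon-stimulated genes (7 to 3 higher), androgen response genes (3 to 1 lower), estrogen receptor targets (4 to 2 lower) and senescence-associated secretory factors (2 to 1 lower). Those of p53 targets, G2 and mitosis genes and, at 9 hours, interferon-stimulated genes stand with their results.

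Of the gene list tests, 20, 21 and 18 lists passed camera at 6 hours, 9 hours and between them. With an estimated correlation 7, 10 and 5 passed, and with the replicate block as well 0, 0 and 0. Ranking on the mean normalized count with fgsea passed 6, 3 and 3. The block alone passed 25, 25 and 21 and ranking on log2FC 19, 24 and 20.

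For the genes named, 5358 values under alternatives were compared with the reported ones: 3888 kept their direction and side of the threshold, 1299 passed where the reported value had not, 171 no longer passed and 0 reversed. List counts moved in 229 cases and did not in 1991. List tests passed newly in 12, no longer in 37 and did not change in 167. Depth limits genes with few counts, such as C7orf57 and IL6, and with 3 libraries per group most changes under a fold of 2 pass only when libraries are paired.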

Differences from the paper's values

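The alternatives below were set before the data were examined, except the folder year as a covariate.

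The paper gives 12 6h-DEGs, and edgeR gave 1. Of the alternatives set beforehand, DESeq2 (12) and no filter (14) lie within 1.5 times of the paper's count. No fold threshold, all 9 libraries, RLE, upper-quartile, the stricter filter, limma-voom, glmTreat, the replicate block (43), DESeq2 with the replicate block (19) and every library left out do not. DESeq2 called the 12 genes of Table 1 and 0 others, and the replicate block called all 12 and 31 others, no filter 12 and 2 others, DESeq2 with the block 12 and 7 others. The folder year as a covariate, chosen after seeing the values, called 9 of them and 2 others, so it drops 3.

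The paper gives 79 9h-DEGs, and edgeR gave 28, all of which are in Table 2. DESeq2 (79) and DESeq2 with the replicate block (111) lie within 1.5 times of the paper's count. No fold threshold (40), all 9 libraries (37), RLE, upper-quartile, no filter (133), the stricter filter, limma-voom (30), glmTreat (20 past its adjusted p, 18 of them with a |log2FC| above 1), the replicate block (162) and every library left out do not. DESeq2 called the 79 genes of Table 2 and 0 others, and the replicate block 77 of them and 85 others. The folder year as a covariate, chosen after seeing the values, called 72 and 20 others, so it drops 7. DESeq2 is the tool that the paper's methods name for this step.

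For DNAJB9, CHAC1, HERPUD1, DDIT3 and ATF3 the paper reports 6h-DEGs. In edgeR their adjusted p was 0.987, 0.987, 1, 1 and 1, and each was a DEG with DESeq2, with no filter and with the replicate block. For HSPA5, PER1, MXD1, IL6 and PIK3R5 the paper reports 9h-DEGs, where the adjusted p in edgeR was 0.112, 0.101, 0.283, 0.304 and 0.264, and each was a DEG with DESeq2 and with the block. The same holds for ATF3 (adjusted p = 0.0521 in edgeR). The paper also ran RT-PCR on selected 6h-DEGs and 9h-DEGs and reports that most of them, not all, rose with time. That evidence does not rest on these counts. The log2FC of edgeR lay within its SE of the paper's for 12 of 12 genes of Table 1 and for the 77 genes of Table 2 that were tested.

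The paper describes 9 genes as differing between 9 and 6 hours. For them it cites its comparison of 9 hours with control, and its methods name no direct test between those times. Its RT-PCR of selected 9h-DEGs, in which it reports most rising with time, is separate evidence. In edgeR 0 of the 9 passed (5 at an unadjusted p under 0.05), in DESeq2 GABARAPL1 did, and with the replicate block 7 did. IL6 (log2FC 0.34, SE 0.597) and PIK3R5 (log2FC 1.15, SE 0.438) passed under no setting run (lowest adjusted p over the alternatives 0.329 and 0.0741).

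The paper lists 20 time-related genes in Table 3, and edgeR called 15 genes, of which ATF6, ARF4 and GABARAPL1 are in that table. Of the 20, 19 could be matched to 1 gene (the symbol Y_RNA is shared by many) and 5 passed edgeR's filter. Quadratic regression with normal errors called 14 of the 20, with negative binomial errors 17, and the likelihood ratio of DESeq2 and the replicate block 5 each. The gene that the table lists as ENSG00000232283, HSD17B3-AS1 in the annotation, has 0 counts in all 9 libraries.

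The paper reports enrichment of Myc targets, androgen response and G2M checkpoint genes at 6 hours. The MYC and G2 lists did not pass camera (adjusted p = 0.41 and 0.483, limma). The MYC list passed on the mean normalized count (adjusted p = 0.0433, fgsea), and the G2 list under no setting (0.289 on the mean count, 0.368 by camera with the block). The androgen list passed camera (0.048) and the mean count (0.0433) but not log2FC (0.0586). Myc signaling is described as activated early, and the median log2FC of the MYC list was -0.014 at 6 hours and -0.195 at 9 hours. At 9 hours the paper reports KRAS signaling, where the RAS-ERK list passed neither camera (0.89) nor log2FC (0.621, fgsea). None of these lists is the paper's gene set. The IL6-JAK-STAT3 list missed camera (0.0538) and passed with the block (0.0087) and on log2FC (3.42e-04). The paper's threshold for enrichment is an FDR under 0.25, at which the IL6-JAK-STAT3 list passes camera as well and the androgen list passes on log2FC, while the G2 list at 6 hours and the RAS-ERK list at 9 hours still do not.

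PDGF-BB is among the regulators that the paper describes as predicted to rise in expression or activity, and the transcript of PDGFB had a log2FC of -0.58 (SE 0.125) at 9 hours, lower with DESeq2 and the block. Those of MAP2K1, MAP2K2 and GPAT4 did not pass, with the block or without it. Transcript levels do not measure activity. The paper's evidence for these regulators includes knockdown of PDGFB, MAP2K1, MAP2K2 or GPAT4, after which it reports less senescence staining.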

Other observations

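Some genes that answer p53 rose with the replicate block, though the transcript of TP53 did not pass. Among them are GADD45A, a stress sensor of the cell cycle, MDM2, the ubiquitin ligase of p53, and BTG2, which restrains growth. GADD45A (chromosome 1, 67685201 to 67688334) went from 8.03 ± 1.37 to 15 ± 3.18 and 23 ± 7.59 CPM at 6 and 9 hours (n = 3 libraries), a log2FC with the block of 0.91 (SE 0.12) and 1.51 (SE 0.203). MDM2 rose with it by 0.41 (SE 0.0662) and 0.91 (SE 0.147), and BTG2 by 0.52 (SE 0.0913) and 1.29 (SE 0.222). Of 30 p53 targets 0 passed in edgeR without the block at either time (3 and 16 at an unadjusted p under 0.05; 1 and 6 in DESeq2), and 9 and 12 rose with it. Without replicate 3 the block gave 4 and 10.

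Genes of sterol synthesis, led by STARD4, a carrier of cholesterol, were higher at 6 hours. STARD4 (chromosome 5, 111496033 to 111512590) went from 17.7 ± 4.12 to 32 ± 4.18 CPM and rose with the block by 0.85 (SE 0.0846). HMGCR and IDI1, enzymes of the mevalonate pathway, rose with it by 0.38 (SE 0.0505) and 0.32 (SE 0.0532). Of 24 such genes 0 passed in edgeR (4 at an unadjusted p under 0.05, 1 in DESeq2), 12 rose with the block at 6 hours and 4 at 9 hours (0 in edgeR, 3 unadjusted, 1 in DESeq2). Of 35 immediate-early genes 0 and 1 passed in edgeR at 6 and 9 hours (7 and 12 at an unadjusted p under 0.05; 2 and 5 in DESeq2), 14 rose with the block at 6 hours, and 9 rose and 1 fell at 9 hours. Among them JUN rose with the block by 0.76 (SE 0.0865) and 1.02 (SE 0.123), and NR4A2, a nuclear receptor, by 1.32 (SE 0.149) at 9 hours. Of 38 histone genes 0 passed in edgeR or DESeq2 at 9 hours (5 at an unadjusted p under 0.05) and 4 rose with the block, H1-3 by 1.43 (SE 0.326) and H4C14 by 1.01 (SE 0.23). H1-3 and H4C14 are low, at 2.168 and 3.63 CPM in their highest library, 9-hour replicate 1. Poly(A) selection leaves out transcripts without a poly(A) tail, so these counts may not follow histone expression as a whole.

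Lists not named above were as follows, with the adjusted p of camera (limma) at 6 and then 9 hours. Cytosolic heat shock genes did not pass (0.41 and 0.827), nor did estrogen receptor targets (0.362 and 0.273; 0.0409 at 9 hours with the replicate block) or hypoxia and glycolysis genes (0.0776 and 0.355; 0.00948 at 6 hours with the block). Cytosolic ribosomal proteins fell at 6 hours (0.00546; adjusted p = 0.839 with an estimated correlation; medians 0.01, -0.06 and -0.14 in replicates 1, 2 and 3) and not at 9 hours (0.0832; 0.0318 with the block). Genes of the mitochondrial genome fell at 6 hours (0.0366; adjusted p = 0.766 with an estimated correlation) and did not pass at 9 hours (0.186). Luminal epithelial markers fell at 6 hours (0.0294; adjusted p = 0.277 with an estimated correlation), not at 9 hours (0.186). Histones did not pass at 6 hours (0.362). Markers of fibroblasts (0.378 and 0.374; 5 measured), of blood and endothelial cells (0.81 and 0.805; 3 and 4 measured) and of basal and other epithelial lines (0.176 and 0.0783; 8 measured) did not pass, and no gene of the growth hormone locus was measured. At 6 hours the regulators of Fig 3 did not pass (0.582), and the targets of Fig 3 (2e-50) and the genes named for 9 hours (2.9e-25) rose, lists that were picked from these libraries. Against control, autophagy genes did not pass at 6 hours (0.0747) and rose at 9 hours (6.06e-07).

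Interferon genes themselves had counts of 0, 2 and 136 (IFNB1) and 2, 7 and 421 (IFNL1) in 9-hour replicates 1, 2 and 3, against 0, 0 and 2 and 1, 2 and 4 in the controls. They were chosen after their values were seen.

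Other groupings of the libraries, chosen after the results were seen, were counted for each result. For 6h-DEGs, 9h-DEGs and genes between 9 and 6 hours there are 10 splits of 6 libraries, too few for a share under 0.05. The real values were 1, 28 and 0 and the highest of the other splits 0, 0 and 0, so that 1, 1 and 10 of the 10 gave as many. Blocked by replicate number, the real values were 43, 162 and 28 and the highest of the other splits that part all pairs 1, 0 and 0. For gene list tests 10 splits are too few as well: 20, 21 and 18 lists passed and the highest of the other splits had 24, 24 and 26 (14, 23 and 22 among those that part all pairs), so that 2, 3 and 3 splits gave as many. For time-related genes 8 of 100 drawn splits, of 280, gave 15 genes or more, so chance is not excluded by this count. The split with the most, 5331, follows the replicate numbers and points to a structure of the samples; among the 16 drawn splits with each number in every group the highest other than the real one was 0, and the block gave 1411.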
